# Validation of protein arginine methyltransferase 5 (PRMT5) as a candidate therapeutic target in the spontaneous canine model of non-Hodgkin lymphoma

**DOI:** 10.1371/journal.pone.0250839

**Published:** 2021-05-14

**Authors:** Shelby L. Sloan, Kyle A. Renaldo, Mackenzie Long, Ji-Hyun Chung, Lindsay E. Courtney, Konstantin Shilo, Youssef Youssef, Sarah Schlotter, Fiona Brown, Brett G. Klamer, Xiaoli Zhang, Ayse S. Yilmaz, Hatice G. Ozer, Victor E. Valli, Kris Vaddi, Peggy Scherle, Lapo Alinari, William C. Kisseberth, Robert A. Baiocchi

## Abstract

Non-Hodgkin lymphoma (NHL) is a heterogeneous group of blood cancers arising in lymphoid tissues that commonly effects both humans and dogs. Protein arginine methyltransferase 5 (PRMT5), an enzyme that catalyzes the symmetric di-methylation of arginine residues, is frequently overexpressed and dysregulated in both human solid and hematologic malignancies. In human lymphoma, PRMT5 is a known driver of malignant transformation and oncogenesis, however, the expression and role of PRMT5 in canine lymphoma has not been explored. To explore canine lymphoma as a useful comparison to human lymphoma while validating PRMT5 as a rational therapeutic target in both, we characterized expression patterns of PRMT5 in canine lymphoma tissue microarrays, primary lymphoid biopsies, and canine lymphoma-derived cell lines. The inhibition of PRMT5 led to growth suppression and induction of apoptosis, while selectively decreasing global marks of symmetric dimethylarginine (SDMA) and histone H4 arginine 3 symmetric dimethylation. We performed ATAC-sequencing and gene expression microarrays with pathway enrichment analysis to characterize genome-wide changes in chromatin accessibility and whole-transcriptome changes in canine lymphoma cells lines upon PRMT5 inhibition. This work validates PRMT5 as a promising therapeutic target for canine lymphoma and supports the continued use of the spontaneously occurring canine lymphoma model for the preclinical development of PRMT5 inhibitors for the treatment of human NHL.

## Introduction

Lymphoma is one of the most common malignant cancers in dogs, accounting for 7–24% of all cancers and 83% of hematopoietic malignancies. The majority of lymphomas in dogs are histopathologically high-grade and of B-cell origin. B-cell lymphoma accounts for up to 75% of canine lymphomas [1,2]. Diffuse large B-cell lymphoma (DLBCL) is the most common subtype in both canine and human non-Hodgkin lymphoma (NHL), with the other most commonly occurring subtypes in dogs being nodal marginal zone lymphoma (MZL) and peripheral T-cell lymphoma not otherwise specified (PTCL) with other histologic subtypes being less common [1,3–6]. Molecular classification of DLBCL into activated B-cell (ABC) and germinal center B-cell (GCB) groups is only partially supported in canine lymphoma pathology [6–8]. The current most effective treatment for intermediate/high-grade lymphoma in dogs is multi-agent cytotoxic chemotherapy, with the best remission and survival times being reported with doxorubicin-based sequential chemotherapy protocols similar to CHOP (cyclophosphamide, vincristine, doxorubicin, prednisone) [9,10]. Unfortunately, even using such multi-agent cytotoxic chemotherapy protocols, the median survival time for affected dogs is only about one year, with an approximate 20% two year survival [10].

Likewise, in humans, NHL is a heterogeneous group of blood cancers that arise in hematopoietic tissues including lymph nodes, spleen, and bone marrow. NHL represents 4.6% of all cancer diagnoses in North America, being the fifth most common cancer in women and sixth most common in men [11]. DLBCL is an aggressive malignancy of mature B-lymphocytes, with an annual incidence of just over 25,000 new cases in the United States [5,12]. Standard of care includes a combination of anthracycline-based CHOP chemotherapy in combination with the CD20-specific monoclonal antibody rituximab, and involved field radiation therapy in select cases [13]. Patients with DLBCL have highly variable clinical courses; and, while most patients respond initially to immuno-chemotherapy, fewer than half of patients achieve a durable complete remission [5,14]. There is a need for discovery of new therapeutic targets and development of novel, well-tolerated therapies for this disease, especially in the relapsed, refractory patient population.

Protein arginine methyltransferase 5 (PRMT5) is a type II protein arginine methyltransferase (PRMT) enzyme that is frequently dysregulated in both solid and hematologic cancers [15,16]. PRMTs catalyze the arginine methylation of histone tails and other cellular proteins that modulate a diverse array of cellular processes including transcriptional regulation, RNA processing, cell signaling, differentiation, DNA damage response, apoptosis, and tumorigenesis [15,17]. While both type I and type II PRMTs catalyze mono-methylation at the ω-NH2 of arginine residues, they differ in their ability to add a second methyl group, either asymmetrically (type I) or symmetrically (type II). PRMT5 catalyzes the symmetric di-methylation of histone proteins H2A (H2AR3me2s), H3 (H3R8me2s) and H4 (H4R3me2s), altering chromatin structure to promote transcriptional gene silencing [18–20]. Symmetric dimethyaltion of histone H3 (H3R2me2s) by PRMT5 has been shown to maintain a euchromatic state and support gene expression [21,22]. In addition to histone methylation, PRMT5 is known to methylate a wide variety of proteins including PIWI, the spliceosome Sm, EGFR, E2F1, p53, the p65 subunit of NF-kB, and RAD9, to impact a broad spectrum of cell signaling pathways relevant to cancer biology [15,23,24]. More recently, it has been demonstrated in DLBCL that methylation of BCL6 by PRMT5 is necessary for germinal center formation and affinity maturation [25].

PRMT5 overexpression is involved in cell proliferation and survival in DLBCL and mantle cell lymphoma (MCL), as well as a variety of solid tumors including glioblastoma, lung carcinoma, melanoma, hepatocellular carcinoma (HCC), and colorectal cancer [26–32]. We and others have previously shown PRMT5 to be dysregulated and to contribute to lymphomagenesis in different histologic subtypes, using a variety of experimental *in vivo* model systems of MCL, DLBCL, acute leukemia, and spontaneous models of oncogenic viral-induced lymphoproliferative disease (EBV-LPD) [17,26,27,33,34]. EBV-induced lymphomas and transformed cell lines exhibit abundant expression of PRMT5 critical to EBV-driven B-cell transformation and maintenance of the malignant phenotype [33]. In Eμ-myc transgenic mice, *MYC* directly upregulates PRMT5 and tumor progression is delayed after heterozygous deletion of the *PRMT5* gene [35]. In DLBCL, PRMT5 expression can be induced upon stimulation of the B-cell receptor (BCR) and downstream signaling pathway, while the overexpression of PRMT5 activates PI3K-AKT signaling creating a positive feedback loop to promote cell cycle progression and survival [36]. Additionally, PRMT5 promotes polycomb repressor complex (PRC2) expression through the transcriptional silencing of *RBL2* and hyperphosphorylation of RB1 through enhanced cyclin D1 expression. Both PRMT5 and PRC2 levels are elevated in MCL and DLBCL [37]. In myeloproliferative neoplasms, PRMT5 has been shown to regulate E2F target gene expression by modulating the symmetric dimethylation status of E2F1 [38]. Together these findings demonstrate the multifaceted role of PRMT5 in regulating the growth and survival of lymphoma cells.

While the detailed mechanisms underlying the cell-transforming capabilities of PRMT5 remain unclear, knockdown of PRMT5 expression by genetic or pharmacologic means has been shown to modulate the methylation status of target proteins and exert antitumor activities *in vitro* and *in vivo* [33,39]. Anti-proliferative effects were demonstrated with the selective PRMT5 inhibitor EPZ015666 (GSK3235025) in MCL cell lines and mouse xenografts [33,39]. Knockdown of PRMT5 with siRNA in HCC cells suppressed proliferation and induced cell cycle arrest *in vitro*. Treatment of HCC and colorectal cancer cells *in vitro* and *in vivo* in subcutaneous xenografts with the non-selective PRMT inhibitor AMI-1 inhibited cellular proliferation [31,32]. Our collaborative group has developed a series of first-in-class small molecule inhibitors of PRMT5 (HLCL65, C220, PRT382, PRT543) demonstrating antitumor activity in MCL, DLBCL, HTLV-1 induced adult T-cell leukemia/lymphoma, acute myeloid leukemia (AML), and glioblastoma cells [28,33,34,40,41]. PRT543 demonstrates a high degree of selectivity for PRMT5 and potent anti-tumor activity and is currently being tested in a phase I human clinical trial for the treatment of advanced solid tumors and hematological malignancies (NCT03886831).

Increasingly, clinical trials in dogs with spontaneously occurring lymphoma and other cancers have been incorporated into the preclinical development of anticancer agents [42–48]. To validate canine lymphoma as a useful comparison to human lymphoma while validating PRMT5 as a rational therapeutic target in canine lymphoma, we evaluated the prevalence of PRMT5 expression and correlation with histological subtype in canine lymphomas. We characterized the expression of PRMT5 in canine lymphoma cell lines and primary canine samples and determined the effects of PRMT5 inhibition on canine lymphoma cell proliferation and viability, as well as key biomarkers of PRMT5 activity. Using the Assay for Transposase-Accessible Chromatin with high-throughput sequencing (ATAC-seq), we show a lack of global differential chromatin accessibility after PRMT5 inhibition, while detailing specific sites of chromatic gene silencing relevant to PRMT5 biology including *MYC*. Using a canine transcriptional microarray platform, we profile whole-transcriptome changes induced by inhibition of PRMT5, highlighting the commonalities between human and canine PRMT5 biology. This work validates PRMT5 as a promising therapeutic target for canine lymphoma and supports the continued use of the spontaneously occurring canine lymphoma model for the preclinical development of PRMT5 inhibitors for the treatment of NHL in people.

## Results

### PRMT5 is overexpressed in canine lymphoma subtypes

Spontaneous lymphoma in dogs shares many histopathological, genetic, and clinical features with NHL in humans. Given the relevance of PRMT5 to lymphomagenesis in humans, we hypothesized that PRMT5 would be overexpressed in canine lymphomas. To assess expression profiles of PRMT5 in canine lymphomas, we performed immunohistochemistry on canine lymphoma tissue micro arrays (TMAs). In control lymph nodes from dogs without cancer (n = 40), PRMT5 immunoreactivity was weak and expressed only in the cytoplasm (Table 1 and Fig 1A). In canine lymphomas of various histopathological subtypes (n = 337), PRMT5 immunoreactivity was more variable in intensity and subcellular localization with strong cytoplasmic expression in 42.40% of samples. Notably, DLBCL, the most common lymphoma in dogs, showed strong cytoplasmic expression in 48.80% of the samples evaluated. A nuclear staining pattern was observed in 8% of NHL cases overall and 1.8% of DLBCL. Interestingly, the lymphoblastic T-cell (LBT) subtype had the highest percentage of nuclear staining with 40% of the lymphomas showing nuclear overexpression. As summarized in Table 1, we have established that PRMT5 exhibits variable overexpression in all subtypes of canine lymphoma.

**Fig 1:**
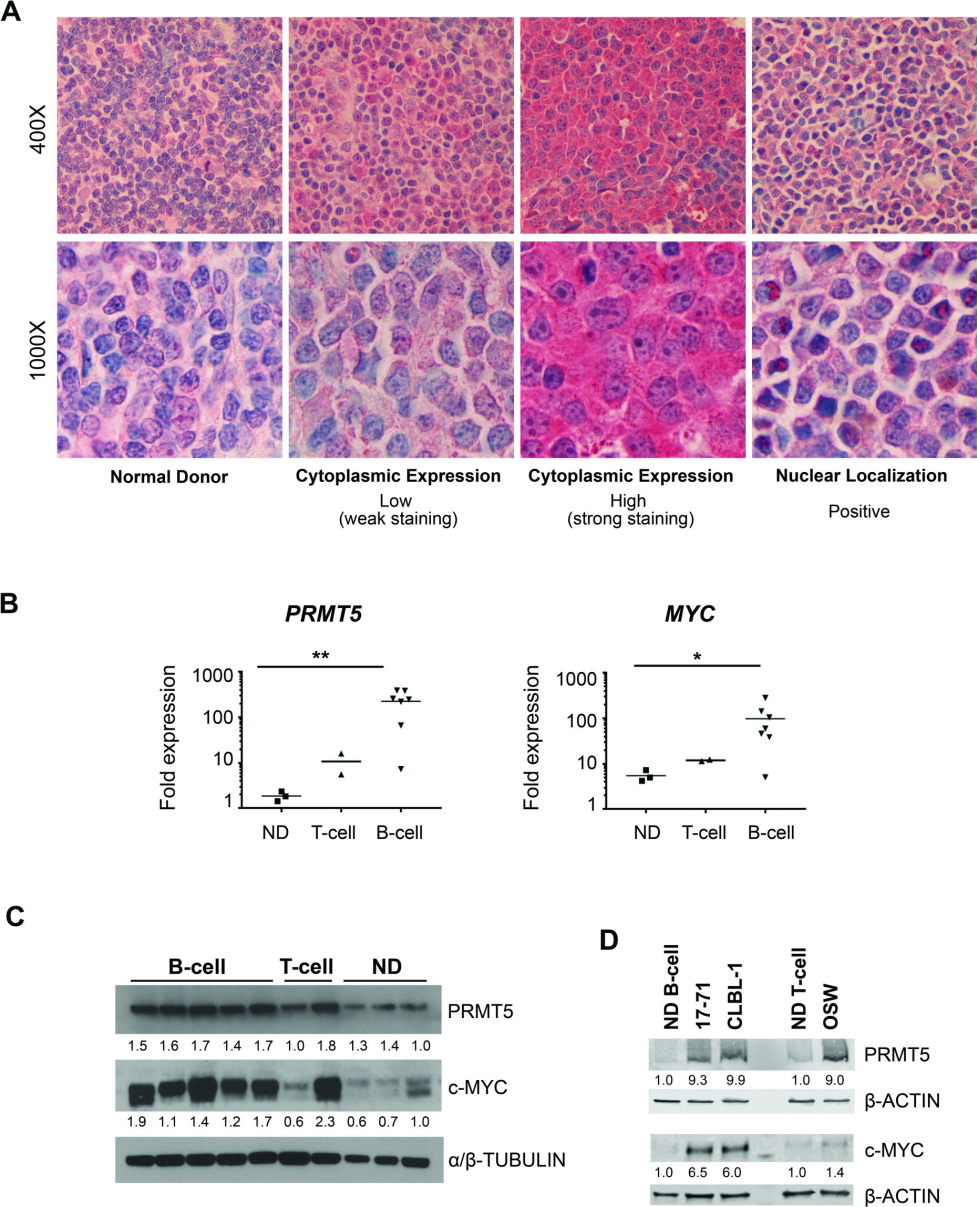
PRMT5 is overexpressed in canine lymphoma subtypes. (A) Photomicrographs of representative histologic sections from primary canine lymphomas (n = 337) and normal donor (ND) lymph node samples (n = 40) corresponding to Table 1. Anti-PRMT5 IHC. Representative ND tissue shows weak cytoplasmic staining with lack of nuclear staining for PRMT5, in comparison to lymphoma samples with either weak cytoplasmic staining, strong cytoplasmic staining, or presence of nuclear staining for PRMT5. (B) Quantitative RT-PCR showing the relative fold change expression of *PRMT5* and *MYC* mRNA in primary canine B-cell (n = 7) and T-cell (n = 2) lymphoid biopsy samples compared to ND samples (n = 3). Dots represent different lymphoid samples from different donors. Statistical significance evaluated using multiple paired two-tailed Student’s t-Test assuming unequal variance. The respective p-values are indicated (*p < 0.*05*, **p < 0.*01*) (C) Immunoblot analysis of PRMT5 and MYC indicate elevated protein expression in primary canine B-cell lymphoma biopsies (n = 5) compared to ND lymphoid tissue. One of two primary T-cell lymphoma specimens showed elevated PRMT5 and MYC protein levels. PRMT5, MYC, and α/β-TUBULIN were ran on separate gels using the same protein lysates. Immunoblots were detected using film and HRP conjugated secondary antibodies. (D) Immunoblot analysis of PRMT5 and MYC in the canine B-cell lymphoma cell lines (17–71 and CLBL-1) and T-cell lymphoma cell line (OSW). Compared to isolated B- and T-lymphoid cells from ND peripheral blood, canine lymphoma cell lines overexpress protein levels of PRMT5 and MYC, respectively. Immunoblots were detected with fluorescently labeled Licor IRDye secondary antibodies. For (C) and (D) protein expression was quantified by the ratio of target protein to loading control and normalized to ND.

**Table 1:** PRMT5 immunohistochemistry of canine lymphoma tissue microarrays.

Histology	Cytoplasmic staining			Nuclear staining	
	Strong	Weak	Negative	Yes	No
**Peripheral T-cell**	12	34	2	11	37
(n = 58)	25.00%	70.80%	4.20%	22.90%	77.10%
**Burkitt/Burkitt-like**	3	3	0	0	6
(n = 6)	50.00%	50.00%	0.00%	0.00%	100.00%
**Diffuse large B-cell**	82	84	2	3	165
(n = 168)	48.80%	50.00%	1.20%	1.80%	98.20%
**Follicular**	2	1	0	0	3
(n = 3)	66.70%	33.30%	0.00%	0.00%	100.00%
**Lymphoblastic T-cell**	2	7	1	4	6
(n = 10)	20.00%	70.00%	10.00%	40.00%	60.00%
**Marginal zone**	31	27	4	3	59
(n = 62)	50.00%	43.50%	6.50%	4.80%	95.20%
**Small cell lymphocytic**	5	15	2	4	18
(n = 22)	22.70%	68.10%	9.00%	18.10%	81.80%
**T-zone**	6	12	0	2	16
(n = 18)	33.30%	66.70%	0.00%	11.10%	88.90%
**Normal/hyperplastic**	0	29	11	2	38
(n = 40)	0.00%	72.50%	27.50%	5.00%	95.00%
**Total lymphoma**	143	183	11	27	310
(n = 337)	42.40%	54.30%	3.30%	8.00%	92.00%

Using qRT-PCR, we evaluated the relative abundance of *PRMT5* and *MYC* transcripts in canine primary lymph node biopsies (mRNA primers listed in S1 Table). In correlation with our TMA results, we observed high overexpression of PRMT5 in primary B-cell lymphomas compared to canine normal donor (ND) tissue (*p < 0*.*01*). Additionally, the proto-oncogene *MYC*, shown to be tightly linked with PRMT5 activity driving cellular proliferation and survival [35], was found to be overexpressed in primary B-cell lymphomas compared to canine ND tissue (*p < 0*.*05*) (Fig 1B). To validate these findings, we evaluated the protein expression of PRMT5 and MYC in the same lymphoid biopsy samples from Fig 1B. Compared to ND tissue, all B-cell and one of two T-cell lymphomas exhibit higher protein expression of MYC and PRMT5 (Fig 1C). Next, we evaluated the PRMT5 and MYC protein expression in three canine lymphoma-derived cell lines (17–71, CLBL-1, and OSW). Compared to ND fractioned B- and T-lymphocyte subsets in peripheral blood, all canine lymphoma cell lines showed higher levels of MYC and PRMT5 protein (Fig 1D).

### Inhibition of PRMT5 results in enhanced cell death and reduced growth of canine lymphoma cell lines and primary samples

Pharmacological inhibition and genetic deletion of PRMT5 in human hematopoietic and solid tumor cell lines has been reported to lead to growth arrest and tumor cell death [28,31–34]. To determine whether PRMT5 activity is vital to growth and survival of canine lymphoma cells, we treated 17–71, CLBCL-1, and OSW cell lines with the highly selective PRMT5 inhibitor C220 and evaluated cellular viability by Annexin-V/PI staining with flow cytometry (Fig 2A and 2B) and viable cell proliferation by MTS (Fig 2C). For all cell lines, the beta mixed regression model showed significantly decreasing linear trends between viability and day (17–71: *p < 0*.*04* for each concentration, CLBL-1: *p < 0*.*001* for concentrations ≥ 0.1 μM, and OSW: *p < 0*.*001* for concentrations ≥ 1 μM) and between viability and log10 treatment concentration (17–71: *p < 0*.*011* for each day, CLBL-1: *p < 0*.*001* for days 4 and 5, and OSW: *p < 0*.*001* for each day) (Fig 2B).

**Fig 2:**
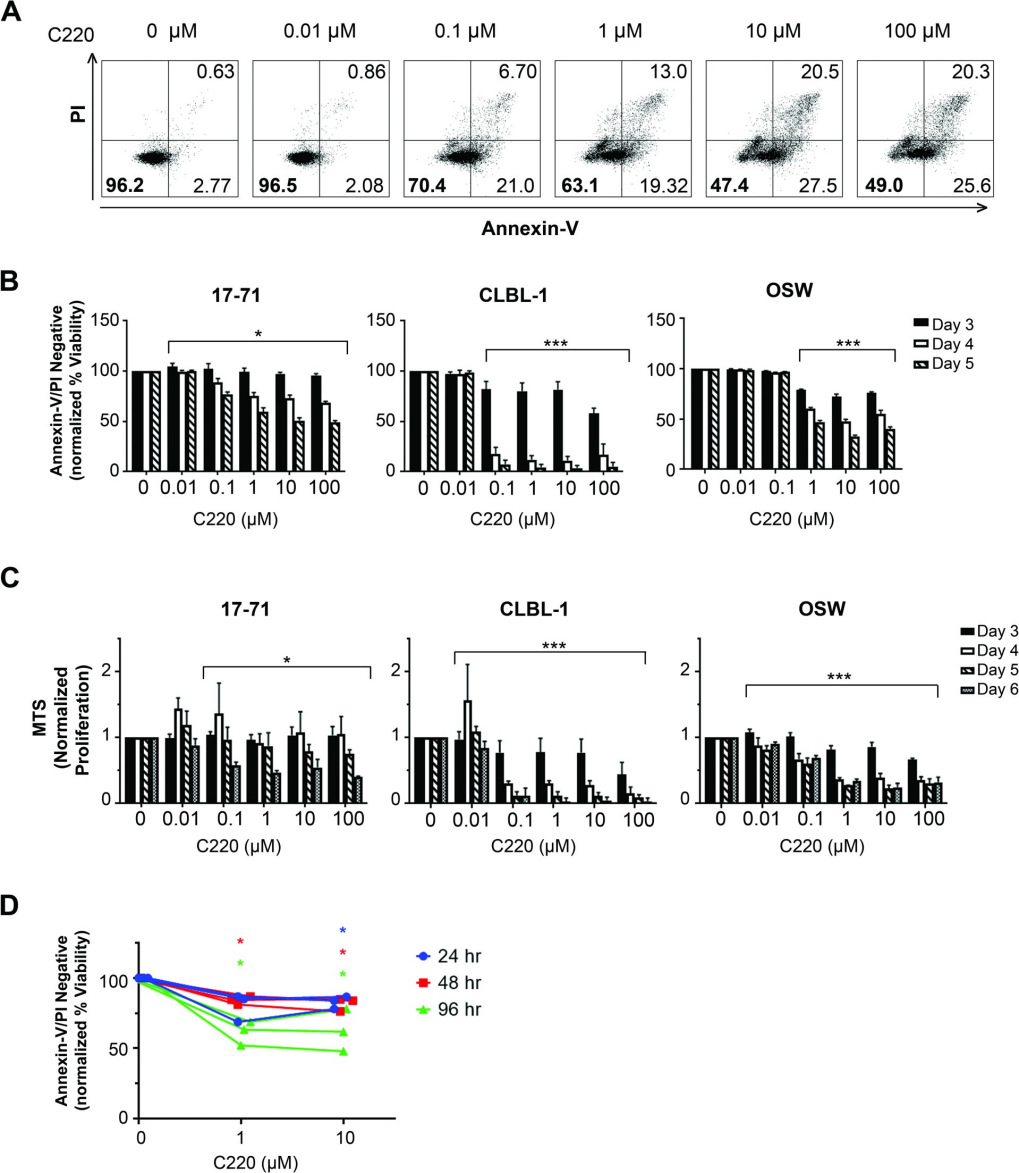
Inhibition of PRMT5 results in enhanced cell death and reduced growth of canine lymphoma cell lines and primary samples. (A) Representative flow cytometry plots of cell line 17–71 treated with the PRMT5 inhibitor (C220) for 5 days demonstrating staining for early (Annexin-V+/PI-) and late apoptotic (Annexin-V+/PI+) cells. Cell viability was quantified by the percentage of Annexin-V/PI double negative staining. The percentage of viable, non-apoptotic cells is indicated in the lower left quadrant. (B) Canine lymphoma cell lines were treated with log10 increasing concentrations of C220 and cell viability was measured at day 3, 4, and 5. The beta mixed regression model supported significantly decreasing linear trends between viability and day all cell lines (17–71: *p < 0.*04* for each concentration, CLBL-1: ***p < 0.*001* for concentrations ≥ 0.1 μM, and OSW: ***p < 0.*001* for concentrations ≥ 1 μM). (C) Canine lymphoma cell lines were treated with log10 increasing concentrations of C220 and viable cell proliferation was measured at day 3, 4, 5, and 6 by the MTS colorimetric assay for metabolic activity. For 17–71, the linear mixed model supported a significantly decreasing linear trend between MTS absorbance and day (17–71: *p < 0.*012* for concentrations ≥ 0.1 μM). For cell lines CLBL-1 and OSW the main effect of both log10 treatment concentration and day are both estimated to decrease MTS absorbance by 0.12 units (CLBL-1: *p <* 0.001) and 0.09 (OSW: *p <* 0.001) for every one unit increase. (D) Induction of apoptosis in primary lymphoma samples treated ex-vivo (n = 3 dogs per condition) indicated by a statistically significant decrease in viability compared to the normalized vehicle control (*p < 0.*05*, two-tailed Student’s t-test). For all graphs data are shown relative to the 0 nM DMSO control and are the averages of three or more biological replicate experiments. Error bars show mean ± SEM and respective p-values are indicated (*p < 0.*0*5, **p < 0.*01*, ***p < 0.*001*).

For cell line 17–71, the linear mixed model supported a significantly decreasing linear trend between viable cell proliferation (MTS absorbance) and day (17–71: *p < 0*.*012* for concentrations ≥ 0.1 μM) and between viable cell proliferation and log10 treatment concentration (17–71: *p < 0*.*019* for days 4, 5, and 6) (Fig 2C). For cell lines CLBL-1 and OSW, the linear mixed model did not support and interaction effect between day and treatment concentration, rather the main effect of both log10 treatment concentration and day are both estimated to decreased MTS absorbance by 0.12 units (CLBL-1: *p <* 0.001) and 0.09 (OSW: *p <* 0.001) for every one unit increase. Notably, cell line CLBL-1 showed remarkable anti-proliferative activity (IC50 < 0.1 μM) after four days in culture as compared to the vehicle control. To validate these findings, we evaluated the effects of PRMT5 inhibition on primary canine lymphoma samples after 24, 48, and 96 hours (S2 Table). Ex-vivo treatment of primary lymphoma samples confirms the cytotoxic effects of PRMT5 inhibition with induction of apoptosis at each pair wise comparison to the control treatment condition (*p < 0*.*05*) (Fig 2D).

### Selectivity of PRMT5 inhibition with C220

Considering the low PRMT5 expression in canine ND lymph node samples and biologic role of PRMT5 in normal hematopoiesis, we sought to evaluate whether PRMT5 inhibition is selectively toxic to malignant cells and not normal cellular counterparts. Isolated B- and T-lymphocytes from the peripheral blood of canine NDs were treated with C220 for 96 hours with and without stimulation (isolation and stimulation procedure detailed in S1 Text). Cell viability was measured by Annexin-V/PI staining and flow cytometry. While PRMT5 inhibition showed dose-dependent anti-tumor activity in canine lymphoma cell lines, there was no significant effect on the viability of normal canine resting or activated B- or T-cells in culture, indicating that pharmacologic inhibition of PRMT5 using the small molecule inhibitor (C220) is selectively toxic to malignant cells (*p < 0*.*001*) (Fig 3A).

**Fig 3:**
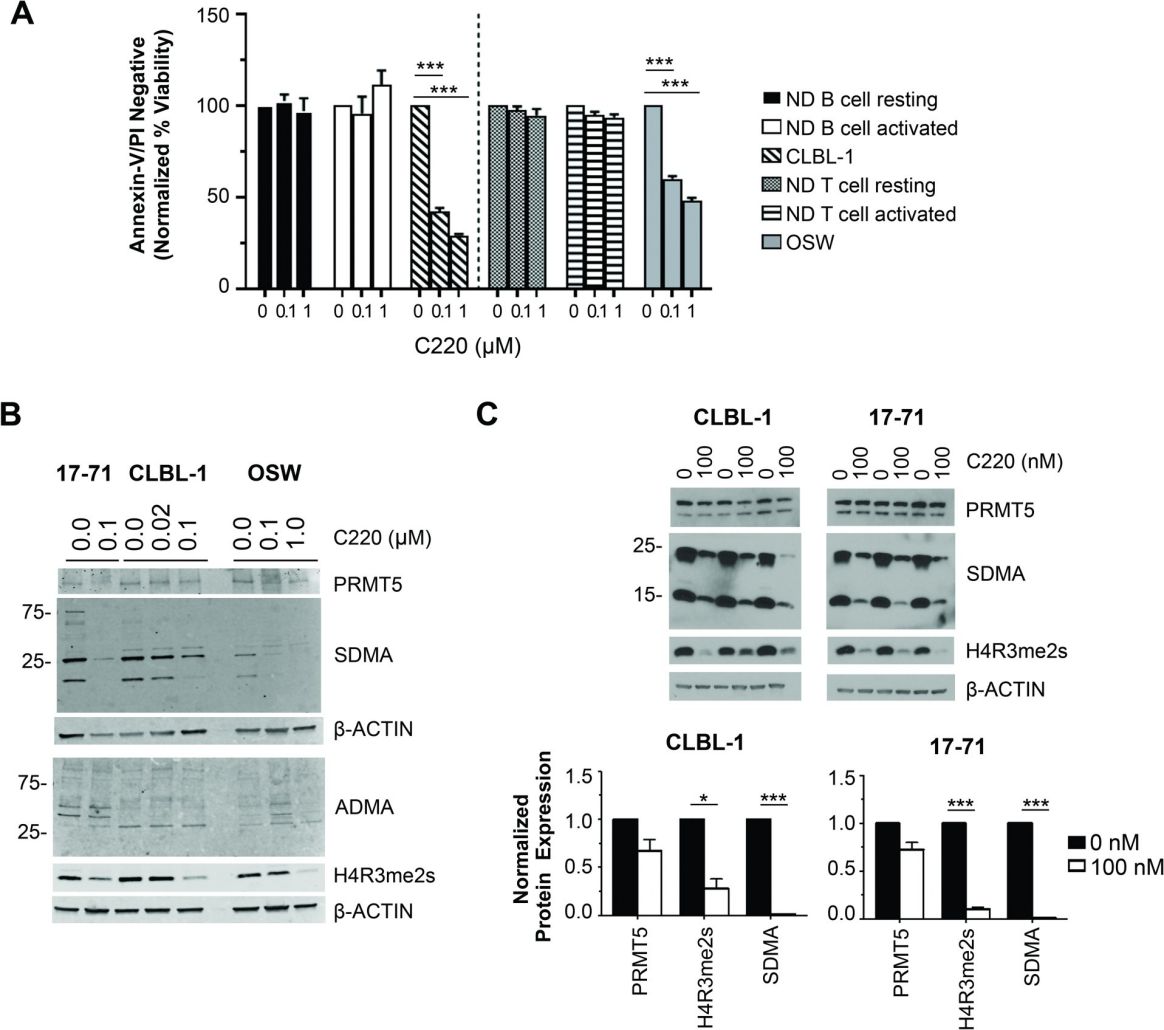
Selectivity of PRMT5 inhibition with C220. (A) PRMT5 inhibition is selectively toxic to canine lymphoma cells and not resting or activated ND B-cells or T-cells as determined by percent of viable cells over a 96-hour incubation. There are no statistically significant differences in predicted viabilities between any pairwise comparison of treatment concentration within the ND resting and activated B-cells or T-cells; whereas, the viability of the lymphoma cell lines (CLBL-1 and OSW) significantly decreased as treatment concentration increased (***p < 0.*001* for each pairwise comparison to vehicle control). (B) Cell lines 17–71 (day 4) and CLBL-1 (day 2) and OSW (day 3) were treated at the indicated concentration of C220 (μM). Whole cell lysates were immunoblotted for the proteins indicated. Western blots were detected using Licor IRDye conjugated secondary antibodies and the Licor Odyssey imaging system. For all cell lines, effects of PRMT5 inhibition with C220 treatment on biomarkers of PRMT5 activity shows a dose-dependent decrease in global marks of symmetric di-methylarginine (SDMA) and symmetric di-methylation of histone H4 arginine-3 (H4R3me2s) with a minimal effect to PRMT5 or global asymmetric di-methylarginine (ADMA). (C) Immunoblots and quantification of three biological replicate experiments, showing attenuated SDMA and H4R3me2s in 17–71 (day 4) and CLBL-1 (day 2) after treatment with 100 nM C220, with no significant decreased to PRMT5 expression. PRMT5, SDMA, and H4R3me2s with B-actin were ran on separate gels. Immunoblots were detected using film and HRP conjugated secondary antibodies. Protein expression was quantified by the ratio of target protein to loading control then normalized to the 0 nM DMSO control. Statistical significance evaluated with a paired two-tailed Student’s t-test compared to normalized vehicle control. For all graphs data are shown relative to the 0 nM DMSO control and are the averages of three or more biological replicate experiments. Error bars show mean ± SEM and p-values are indicated as such (*p < 0.*05*, *p < 0.*01*, ***p < 0.*001*).

To establish whether the observed tumor cell death was associated with selective inhibition of PRMT5’s symmetric dimethyl transferase activity, we performed western blot analysis of protein extracts using anti-sera specific for symmetric and asymmetric dimethyl arginine. Global (SDMA and ADMA) and histone targeted (H4R3me2s) methylation marks on arginine residues were evaluated after pharmacologic inhibition of PRMT5 with compound C220 (complete materials and methods detailed in the S1 Text). Similar to human lymphoma, treatment of canine lymphoma cell lines showed a substantial decrease in global SDMA and H4R3me2s with minimal effect to PRMT5 expression or asymmetric dimethyl arginine (ADMA) as expected with selective inhibition of PRMT5 (Fig 3B and 3C).

### Changes to chromatin state with PRMT5 inhibition

Given the role of PRMT5 to modulate transcriptional gene silencing via writer activity associated with repressive methylation marks on histone tails, we sought to characterize changes in whole-genome chromatin accessibility in the presence and absence of PRMT5 inhibition. Conformational changes to chromatin accessibility after PRMT5 inhibition could be either directly related to PRMT5’s repressive histone methylation or indirectly resulting from the attenuation of PRMT5’s methyltransferase enzymatic activity of numerous cytosolic and nuclear proteins. We utilized ATAC-seq to interrogate global changes to chromatin structure (euchromatin vs. heterochromatin) after PRMT5 inhibition [49]. 

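ATAC-seq uses a transposase to cut and tag DNA that is not covered by nucleosomes, so that stretches dense in sequenced fragments, called as peaks, mark accessible chromatin. The data behind this experiment are peak lists of 10 libraries from the canine B-cell lymphoma cell line CLBL-1, collected on day 2, and from the other canine B-cell lymphoma cell line of Fig 4, collected on day 4 and called the day 4 line here, each grown with or without the PRMT5 inhibitor C220; the sample labels name the agent PR220. For the day 4 line there were 3 control libraries (b1, b2 and b3 in S3 Table) and 2 libraries treated with 100 nM C220 (b4 and b6). For CLBL-1 there were 2 control libraries (c2 and c3) and 3 libraries treated with 100 nM C220 (c4, c5 and c6). S3 Table has a further count column for each line (b5 and c1), which was not used here; S1 Text states that outlier samples were eliminated after a correlation of read counts between samples, without naming them. The authors aligned read pairs to the dog genome CanFam3.1 (written CamFam3.1 in S1 Text) and called broad peaks with MACS2 for each library separately, without naming an input control. Each peak comes with the authors' fold enrichment and −log10 p, which were used here to rank or filter peaks within a library's own list and to solve for an approximate background level per library.

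The control libraries of the day 4 line held 44378 (b1), 33358 (b2) and 30943 (b3) peaks and the C220 libraries 22076 (b4) and 27646 (b6). In CLBL-1, the control libraries held 23822 (c2) and 23318 (c3) peaks and the C220 libraries 27026 (c4), 27247 (c5) and 23082 (c6). The peaks lie on 39 chromosomes, the 38 autosomes and X, and cover between 18.8 Mb (b4) and 46.3 Mb (b1) per library. Peak names skip numbers, reaching 73894 in b1, so the lists do not hold every number the naming ran through; the reason is not given in the sources used here.

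Peak lists carry no read depth. A library size was therefore computed from S3 Table, whose counts and log2CPM imply a single total per library, given here in units of M (mega): 14.8 M for b1, 12.3 M for b2, 10.9 M for b3, 6.63 M for b4 and 8.95 M for b6, and 7.27 M for c2, 8.43 M for c3, 12.1 M for c4, 12.9 M for c5 and 7.01 M for c6. Whether this total counts all aligned reads or only reads in peaks is not given in the sources used here. Over the 10 libraries, log2 peak number rose with log2 library size (Pearson r = 0.84, two-sided permutation p = 0.00086; Spearman rho = 0.85, p = 0.0029). Without b1 and b4, the 2 libraries farthest from the median library size, r was 0.76 (two-sided permutation p = 0.031) and rho 0.71 (p = 0.057). Within the 4 groups of line and treatment, the slope of log2 peak number on log2 library size was 0.46 (SE 0.16, 5 residual degrees of freedom). No correlation is given within a line, since 5 libraries were judged too few for it before the data were examined. In the day 4 line, all 3 control libraries were larger than both C220 libraries, so treatment and library size cannot be separated by comparing libraries within that line.

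**Figure D1:**
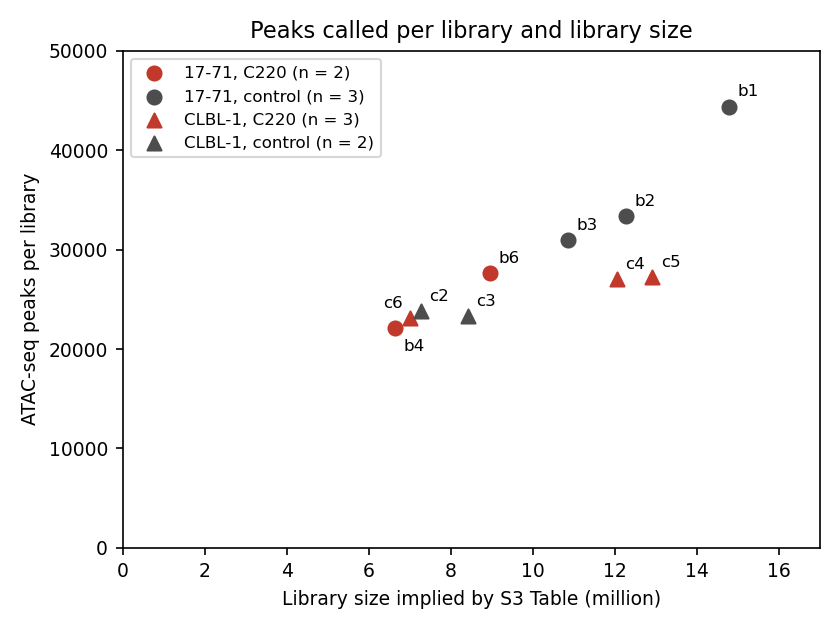
Number of ATAC-seq peaks per library (vertical axis) against the library size implied by S3 Table in M (horizontal axis), with 1 point per library, circles for the day 4 line (labelled with its name), triangles for CLBL-1, grey for control and red for C220. The control libraries of the day 4 line lie to the right of and above its C220 libraries.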

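As a measure on the scale of the whole genome, the number of peaks per library was compared between treatments within each line. In the day 4 line it was 36226 ± 7162 (SD, n = 3) in control and 24861 ± 3939 (SD, n = 2) in C220 libraries, a difference of -11365 peaks, or -31.4% (two-sided exact permutation test, p = 0.2). Every control library of that line held more peaks than either C220 library, but was also larger. In CLBL-1 it was 23570 ± 356 (SD, n = 2) in control and 25785 ± 2343 (SD, n = 3) in C220 libraries, a difference of 9.40% (two-sided exact permutation test, p = 0.4). With 3 libraries against 2, the smallest p that the exact test allows is 0.1, so it cannot decide in either line whether the treatments differ. In percent, the alternative that moved the difference most in the day 4 line was a −log10 p of at least 10, with -48.4% (two-sided exact permutation test, p = 0.1). In CLBL-1 it was a minimum of 4-fold enrichment, with 0.505% (two-sided exact permutation test, p = 0.9). That minimum gave -31.2% in the day 4 line (two-sided exact permutation test, p = 0.7), a fall that rested on b1. That library held 23100 such peaks, against 10529 in b2, 10309 in b3, 10968 in b4 and 9174 in b6.

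To compare lists of equal length, the 20000 peaks with the largest −log10 p were taken from each library, and the share of peaks that overlapped a peak of another library's list by at least 1 bp was averaged over both directions. In the day 4 line, between 85.2% and 87.0% of peaks were shared within the 3 pairs of control libraries, 79.5% within the pair of C220 libraries, and between 76.8% and 82.9% within the 6 pairs of a control and a C220 library. The mean over pairs of the same treatment exceeded the mean over pairs of different treatment by 4.26 percentage points (one-sided exact permutation test, p = 0.1, the smallest p possible). This excess came from the control pairs, whose mean was 85.9%. The C220 pair lay below the mean of the mixed pairs, 80.0%. The C220 library b6 shared more peaks with each control library (between 81.8% and 82.9%) than with b4, so the C220 libraries did not group together. The 4 lowest pairs all included the C220 library b4. The difference between the means rested in part on single libraries, being 1.97 points without b3, 2.58 points without b2 and 8.08 points without b6. In CLBL-1, 87.5% of peaks were shared by the control pair, between 87.6% and 89.5% within the 3 pairs of C220 libraries, and between 87.2% and 87.6% within the 6 mixed pairs. There the difference was 0.74 percentage points (one-sided exact permutation test, p = 0.1, also the smallest p possible), and it was 0.24 points without c4 and 0.32 points without c5. With peaks ranked by fold enrichment it was 0.36 points and no longer at the smallest p (one-sided exact permutation test, p = 0.2).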

Visualizing the top 20,000 peak densities (+/- 5Kb from the peak center) no dramatic change in accessibility was observed on a global scale (Fig 4A). Considering the lack of global change, we sought to identify specific sites of differential chromatin accessibility. Visualizing the average profile of ATAC-seq peaks after treatment with C220, indicated more sites with decreased accessibility than increased at FDR cutoff of 10% (Fig 4B). 

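Peak lists give no read counts, so sites were compared by the presence or absence of a called peak. Touching or overlapping peaks of the 5 libraries of a line were merged into regions; a region was counted as lost when every control library and no C220 library had a peak in it, and as gained in the reverse case. Of the 48847 merged regions of the day 4 line, 17618 had a peak in every library, 3389 were lost and 105 were gained. Each of the 10 ways to split these 5 libraries into 3 and 2 was counted in the same manner. No other split gave as many lost regions, whereas 7 of the 10, the treatment split included, gave at least 105 gained regions. Such a comparison cannot fall below a share of 1 in 10 splits. The excess of lost over gained regions depended most on the length of the peak lists. With the 20000 peaks of largest −log10 p from each library, 691 regions were lost and 630 gained, a comparison in which lists of equal length hold the 2 counts close to each other by construction. No other split of these lists gave as many lost regions, the next being 373, or as many gained regions, the next being 561. Equal length does not equalize depth, however. The smallest −log10 p in these lists was 11.9 in b1, 8.19 in b2 and 7.60 in b3, against 5.35 in b4 and 6.42 in b6. The C220 lists thus reached closer to the caller's cutoff, so these counts do not separate treatment from library size.

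In CLBL-1, 18371 of 32575 merged regions had a peak in every library, 162 were lost and 562 were gained. At least as many regions were lost in 8 of the 10 splits and gained in 2 of them, the treatment split included. With lists of 20000 peaks the order changed, with 284 lost and 265 gained, counts that 2 of the 10 splits reached for lost regions and only the treatment split for gained regions. A split singled out after its values were seen parts c4 and c5, the largest libraries of that line, from the rest: 1008 regions had a peak in c4 and c5 and in none of c2, c3 and c6, and 70 had the reverse pattern.

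**Figure D2:**
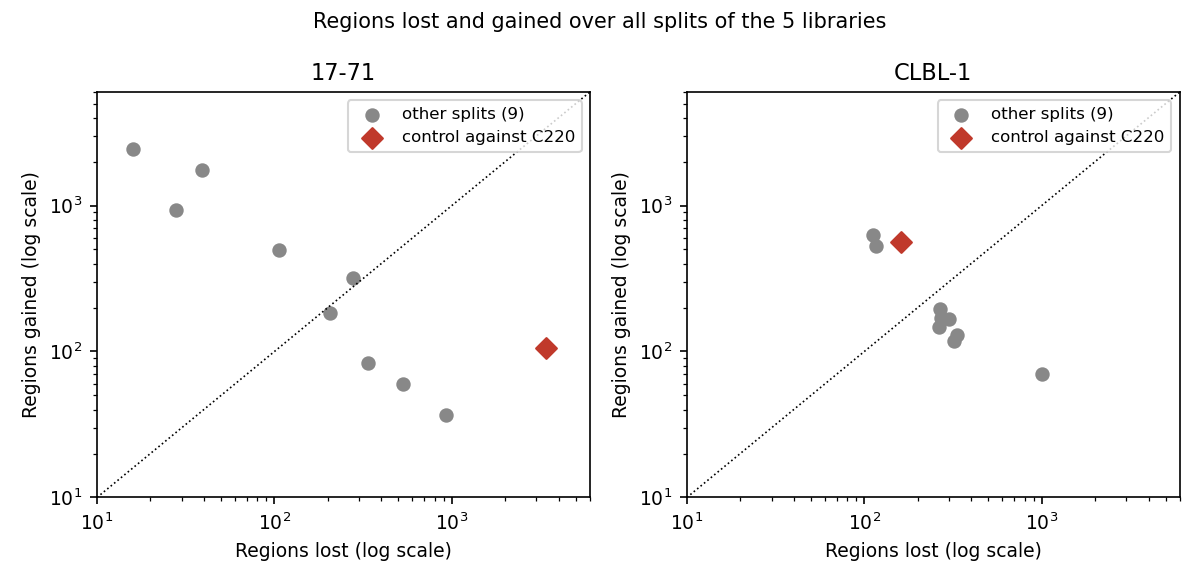
Regions lost (horizontal axis, log scale) against regions gained (vertical axis, log scale) for each of the 10 splits of the 5 libraries of the day 4 line (left, labelled with its name) and CLBL-1 (right); the red diamond is the split of control against C220, the grey points are the other 9 splits and the dotted line marks equal counts. The treatment split of the day 4 line has the most lost regions (3389), while the CLBL-1 treatment split (162 lost, 562 gained) lies beside other splits.

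The lost regions of the day 4 line with the strongest peaks, ranked by the smallest −log10 p over the 3 control libraries, lie on chromosome 27 from 38140464 to 38141075 (smallest −log10 p 22.2), chromosome 5 from 6498689 to 6499373 (17.0) and chromosome 27 from 43002869 to 43004420 (16.8) in CanFam3.1. The strongest gained regions lie on chromosome 33 from 30905737 to 30906559 (9.59 as the smallest −log10 p over the 2 C220 libraries), chromosome 21 from 27124083 to 27125713 (8.84) and chromosome 17 from 400725 to 402635 (8.75). Those of CLBL-1 lie on chromosome 35 from 12773193 to 12773608 (9.31), chromosome 15 from 27123868 to 27124614 (7.70) and chromosome 33 from 13997298 to 13997809 (7.68) for lost regions, and on chromosome 24 from 29599875 to 29601410 (17.3), chromosome 17 from 15437802 to 15439528 (14.3) and chromosome 38 from 21110491 to 21111066 (14.1) for gained regions. Of these 12 regions, 5 overlap a region among the rows of S3 Table held here, and the table marks all 5 as differential. The other 7 overlap no region marked as differential, since every marked region was among the rows held. In the order given above, the paper's log2 fold change is -1.47 for the first lost region and 1.16, 1.07 and 1.35 for the gained regions of the day 4 line, and -1.17 for the lost region of CLBL-1 on chromosome 15. The table pairs 1 of the 5 with a gene, the gained region on chromosome 21, which lies upstream of the lincRNA ENSCAFG00000035864 at a distance of 707 bp. Genes at the other 7 regions were not looked up, since apart from that table no annotation of CanFam3.1 was used here. The paper's own comparison in Fig 4B rests on normalized read counts over peaks rather than on the presence of a call.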

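S3 Table gives the paper's test of each region, with read counts, fold change and FDR; of its 48938 rows for the day 4 line and 33135 rows for CLBL-1, only the first part of each sheet was held here, 575 rows in the case of CLBL-1. The table marks a region as differential where its FDR is below 10% and its absolute fold change at least 2, a rule that every row held follows. The peak lists were looked up at the marked regions, which the paper chose on these same libraries, so the lookup is not independent evidence. For the day 4 line, all 953 marked regions were held, 293 decreased and 660 increased. Of the 293 decreased regions, 84 had a peak in every control library and in no C220 library, 40 had a peak in all 5 libraries, and 58 had a peak in a single control library only. Peaks were called at 257 of them in b1, 231 in b2 and 219 in b3, against 43 in b4 and 93 in b6. Of the 660 increased regions, 46 had a peak in both C220 libraries and in no control library, 28 had a peak in all 5 libraries, and 454 had a peak in just 1 of the 2 C220 libraries and in no control library. Peaks were called at 378 of them in b4 and 388 in b6, against 125 in b1, 67 in b2 and 52 in b3. Calls split exactly as marked at 130 regions in all, and at 53 when only peaks with a −log10 p of at least 10 were used, the alternative that moved this count most. For CLBL-1, 17 regions were marked, of which 9 decreased and 8 increased. A peak was present in both control libraries and no C220 library at 3 of the 9, and in all 3 C220 libraries and no control library at 5 of the 8.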

Applying an absolute fold change cutoff of 2, minimal changes were observed in cell line CLBL-1 treated for two days with 100 nM C220, whereas, cell line 17–71 treated for four days with 100 nM C220 showed 953 individual regions with changes to chromatin accessibility (FDR cutoff of 10%) (S3 Table). 

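S3 Table pairs some regions with a gene. Among its marked regions of the day 4 line that carry a gene, which name 205 different gene identifiers, 92 decreased and 116 increased. Of the 92, 29 had a peak in every control library and in no C220 library and 5 had a peak in all 5 libraries. Of the 116, 4 had a peak in both C220 libraries and in no control library, 77 had a peak in just 1 C220 library and in no control library, and 7 had a peak in all 5 libraries. The 5 gene-paired regions of smallest p in the paper's table are given here, apart from MYC, which is the third of them. The region with the smallest p lies inside LCP1 on chromosome 22 from 5010112 to 5011091 in CanFam3.1; the paper's fold change is -2.97 (FDR 0.0206%), and a peak was called in 3 of 3 control and 0 of 2 C220 libraries. A region upstream of HMX1 on chromosome 3 from 60508832 to 60509850, with a fold change of 3.30 in the paper's table, had a peak in 0 of 3 control and 1 of 2 C220 libraries. A region upstream of the lincRNA ENSCAFG00000033915 on chromosome 16 from 8693357 to 8694029, with a fold change of -2.59 in the paper's table, had a peak in 3 of 3 control and 0 of 2 C220 libraries. A region inside TCN1 on chromosome 21 from 50361072 to 50362087, with a fold change of 3.21 in the paper's table, had a peak in 0 of 3 control and 1 of 2 C220 libraries. In CLBL-1, where only 2 marked regions carry a gene, the region inside GNA15 on chromosome 20 from 56122927 to 56123766 (increased, FDR 1.54% in the paper's table) had a peak in 1 of 2 control and 3 of 3 C220 libraries. The region overlapping the start of ENSCAFG00000032329 on chromosome 9 from 48865306 to 48865815 (2.05 in the paper's table) had a peak in 0 of 2 control and 2 of 3 C220 libraries.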

Of the 953 regions, 208 regions were within 5 kilobases of an annotated gene including 143 protein coding genes. Interestingly, of the nine known PRMT enzymes, only PRMT1, PRMT5, and PRMT9 showed an accessibility signal at the transcription start site. As expected, the accessibility of each PRMT did not change with selective inhibition of PRMT5’s enzymatic activity (S3 Table).

**Fig 4:**
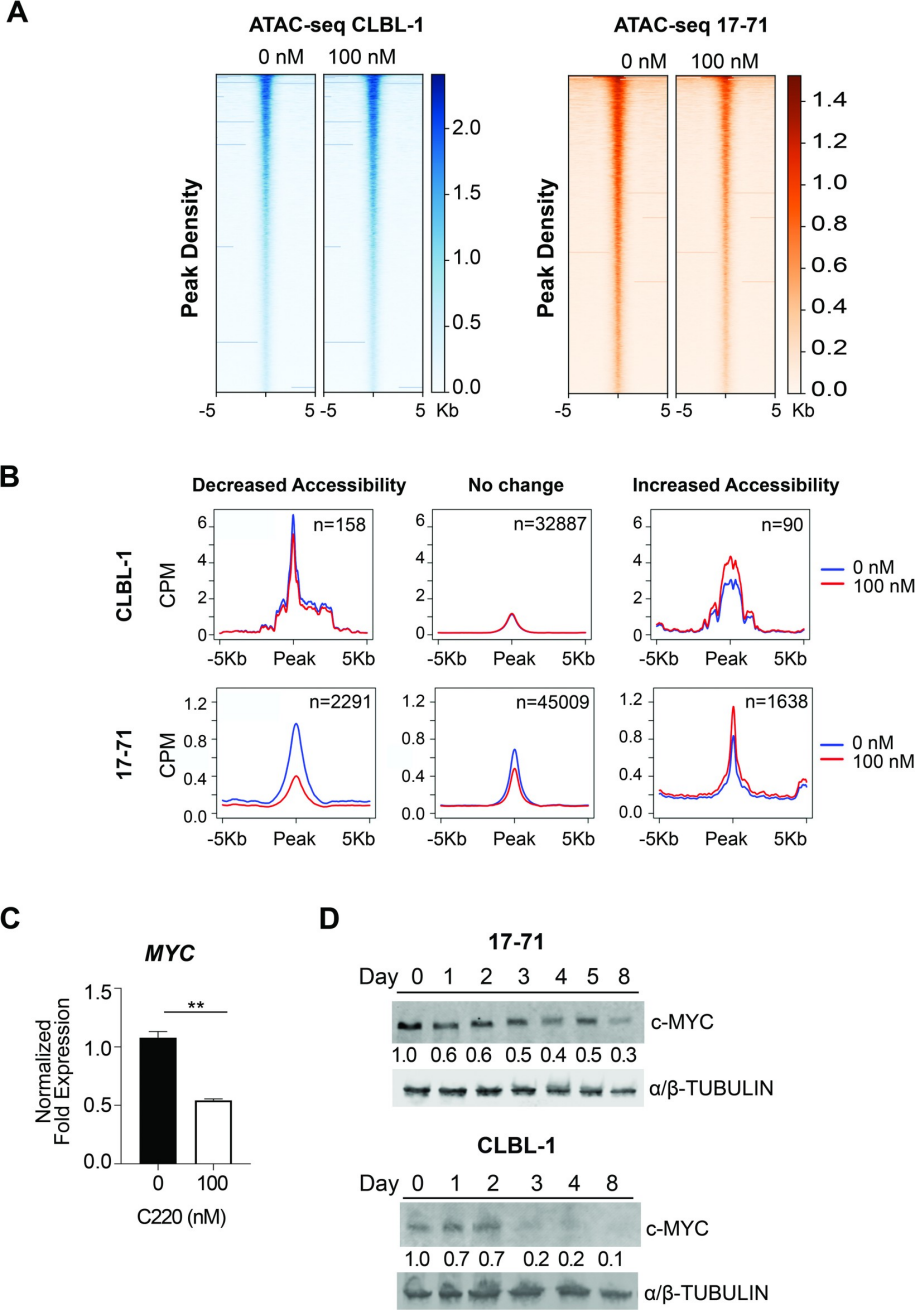
Changes to chromatin state with PRMT5 inhibition. The B-cell lymphoma cell lines 17–71 (day 4) and CLBL-1 (day 2) were treated with 100 nM of C220. Cells were harvested and nucleic DNA was extracted and processed as indicated in the methods section. ATAC-seq was performed using the HiSeq Illumina platform. (A) Heatmap of the top 20,000 ATAC-seq peak densities within 5Kb upstream and downstream of the peak center in descending order, shows no global change to chromatin accessibility after PRMT5 inhibition. Representative of biological triplicate experiments. (B) ATAC-seq normalized read counts (as counts per million (CPM)) within 5Kb downstream and 5Kb upstream of the peak center, showing decreased, unchanged, and increased accessibility upon C220 treatment. At a FDR of 10%, more genomic sites show decreased accessibility than increased. (C) qRT-PCR analysis confirmed a decrease in *MYC* transcript in CLBL-1 (day 2) after treatment with C220 (100 nM) compared to the 0 nM DMSO control (**p < 0.*01*). Data is an average of 2 biological replicate experiments analyzed using an unpaired, two-tailed Student’s t-test. (D) Immunoblot analysis indicates a time dependent decrease in MYC protein after treatment with C220 in 17–71 (100 nM) and CLBL-1 (20 nM). Immunoblots were detected with fluorescently labeled Licor IRDye secondary antibodies. Protein expression was quantified by the ratio of target protein to loading control and normalized to Day 0.

Of particular interest, *MYC* was among the top three differentially accessible chromatin sites, showing statistically significant decreased accessibility (Fold Change = -2.48, p = 1.07E-07, FDR = 0.1%) (S3 Table). 

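The MYC region of S3 Table lies on chromosome 13 of CanFam3.1 from 25204781 to 25208119 and, by the table's annotation, overlaps the end of MYC (ENSCAFG00000001086), which lies on the + strand; exons and untranslated regions were not looked up. A peak was called within it in 3 of 3 control libraries and 1 of 2 C220 libraries of the day 4 line. The peak spans 25206344 to 25207968 in b1 (fold enrichment 3.40, −log10 p 27.7), 25204781 to 25208062 in b2 (3.06, 21.5), 25206422 to 25208119 in b3 (3.38, 25.2) and 25206390 to 25207838 in b6 (2.87, 8.10); in b4, the smallest library, no peak was called there. Because −log10 p grows with depth, its lower value in b6 does not by itself measure a loss of accessibility. The read counts in the paper's table allow for library size: 82.1, 85.2 and 85.8 CPM (counts per mega counts) in b1, b2 and b3, against 30.7 in b4 and 37.8 in b6, from raw counts of 1214, 1045, 931, 203 and 338. Every control library thus lies above every C220 library in the paper's values. Ordered by the paper's p, the region is the fifth of the sheet and the third among marked regions that carry a gene; the part of the sheet not held here begins after rows of much larger p.

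The nearest peaks on either side, within 10000 bp and looked at after the region's values were seen, differed in their pattern. A peak to the left, between 25197988 and 25200830, was called in all 5 libraries of the day 4 line, b4 included, with a −log10 p between 8.64 and 27.9. A peak between 25212990 and 25214301 was called in the same 4 libraries as the MYC region. All these peaks are among the 20000 of largest −log10 p in their library. From the decreased accessibility of MYC, together with the oncogenic role of MYC in lymphoma and a PRMT5/MYC axis in human cancer, the paper goes on to ask whether the transcript and protein of MYC change after C220.

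**Figure D3:**
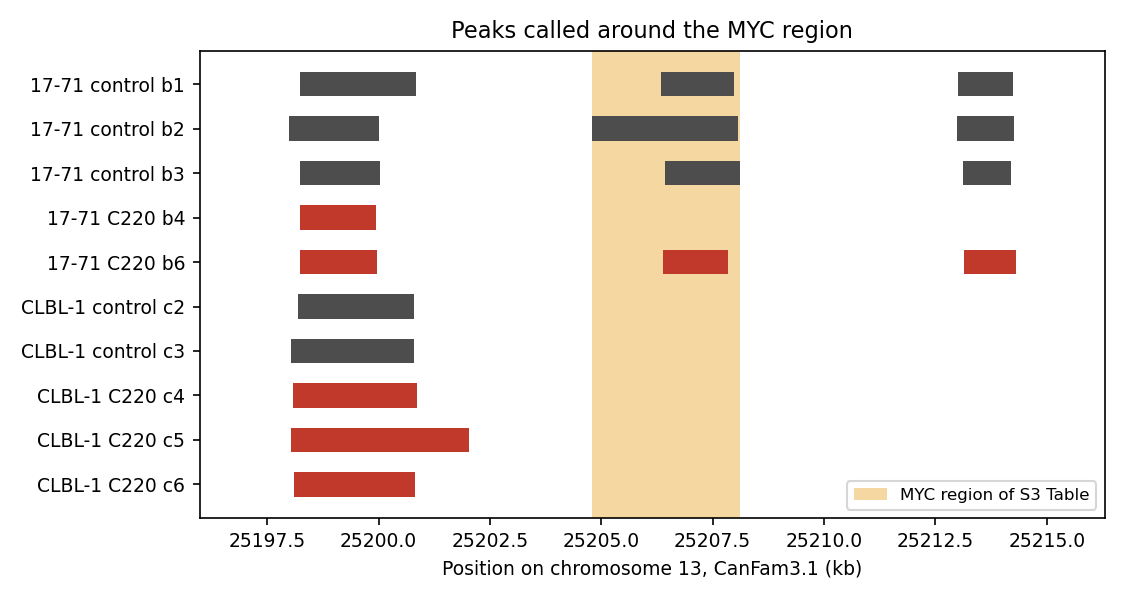
Peaks called in each of the 10 libraries (1 line each, grey for control and red for C220) along chromosome 13 in kilobases of CanFam3.1, with the MYC region of S3 Table shaded. Within the shaded region 3 of 3 control and 1 of 2 C220 libraries of the day 4 line have a peak.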

Given the oncogenic role of MYC in lymphomagenesis and an established PRMT5/MYC axis in human cancer, we sought to validate the functionality of the PRMT5/MYC axis in canine lymphoma [50]. To establish if the decreased accessibility of *MYC* after PRMT5 inhibition affects the expression of MYC transcript or protein, we preformed qRT-PCR and immunoblot analysis after treatment with C220. Indeed, *MYC* transcript was decreased in cell line CLBL-1 after a two day treatment with C220 (100 nM) compared to the DMSO (0 nM) treatment control (*p < 0*.*01*, biological duplicate experiment) (Fig 4C). Likewise, we observed a time-dependent decrease in MYC protein after PRMT5 inhibition in cell lines CLBL-1 (20 nM) and 17–71 (100 nM) (Fig 4D). Together this data confirms the transcriptional regulation of *MYC* by selective inhibition of PRMT5.

### PRMT5 inhibition drives global transcriptomic changes in canine lymphoma

To further evaluate the effects of PRMT5 inhibition on canine lymphoma, we examined whole-transcriptome changes in the gene expression profile using an Affymetrix canine gene chip microarray (Affymetrix GeneChip CanGene 1.0 ST array) (Thermo Fisher Scientific, Waltham, MA). We identified 4395 and 2728 differentially expressed genes (DEGs) with a p-value cutoff of 0.05 upon C220 treatment in canine lymphoma cell lines 17–71 and CLBL-1, respectively. To identify a common treatment effect in both cell lines, a meta gene signature consisting of 495 probes was determined by taking the intersection of the DEGs in the same direction of change (p-value cut off of 0.05) (Fig 5A). Visualizing the meta gene signature heatmap, more genes show decreased rather than increased expression with PRMT5 inhibition (Fig 5B).

**Fig 5:**
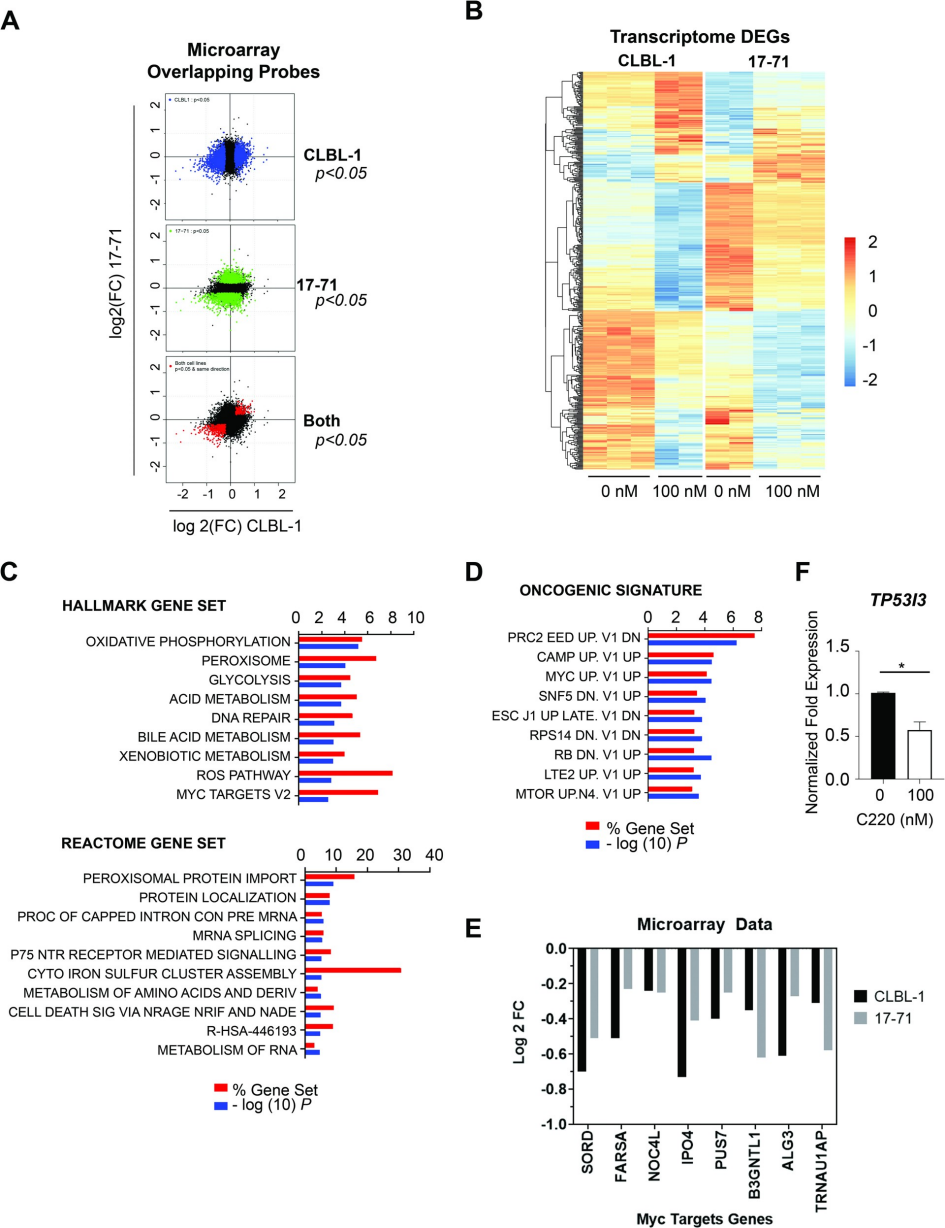
PRMT5 inhibition drives global transcriptomic changes in canine lymphoma. (A) Canine cell lines were treated with 100 nM of C220 for 2 days (CLBL-1) and 4 days (17–71) (biological triplicate experiments). Total RNA was processed as indicated (S1 Text). The Affymetrix canine gene chip microarray was used to identify differentially expressed transcripts after PRMT5 inhibition. Common treatment effect identified in both cell lines using p-value cutoff of 0.05 and same direction of change revealed 495 differentially expressed genes after PRMT5 inhibition in both cell lines. (B) Heatmap illustrating more genes downregulated than upregulated at the transcript level with PRMT5 inhibition. (C) Overlapping gene sets between our identified 495 DEGs and the Molecular Signatures Database (MSigDB) gene sets (Hallmark and Canonical Pathway: Reactome) (top 10 gene sets with FDR q value < 0.05). (D) Overlapping gene sets between the 290 downregulated DEGs after PRMT5 inhibition and the Molecular Signatures Database (MSigDB) gene sets (Oncogenic Signatures) (top 10 gene sets with FDR q value < 0.05). (E) Microarray data set identified significantly decreased MYC target genes with inhibition of PRMT5. Contained within the Hallmark gene set MYC Targets V2 (*SORD*, *FARSA*, *NOC4L*, and *IPO4*). Contained within the Oncogenic Signature gene set MYC UP V1 UP (*SORD*, *IPO4*, *NOC4L*, *PUS7*, *B3GNTL1*, *ALG3*, and *TRNAU1AP*). *SORD* (CLBL-1: *p <* 0.001, 17–71: *p <* 0.01), *FARSA* (CLBL-1: *p =* 0.001, 17–71: *p <* 0.05), *NOC4L* (CLBL-1: *p <* 0.05, 17–71: *p <* 0.05), *IPO4* (CLBL-1: *p <* 0.001, 17–71: *p <* 0.05), *PUS7* (CLBL-1: *p <* 0.01, 17–71: *p <* 0.05), *B3GNTL1* (CLBL-1: *p <* 0.05, 17–71: *p <* 0.01), *ALG3* (CLBL-1: *p <* 0.01, 17–71: *p <* 0.05), *TRNAU1AP* (CLBL-1: *p <* 0.01, 17–71: *p <* 0.05). (F) qRT-PCR analysis of *TP3I3* confirmed a decrease in transcript in CLBL-1 after a two day treatment with C220 (100 nM) compared to the 0 nM DMSO control (*p < 0.*05*). Data is an average of 2 biological replicate experiments analyzed using an unpaired, two-tailed Student’s t-test.

To establish the relevance of the resulting DEGs to known PRMT5 biology, Molecular Signatures Database (MSigDB) was used to compute the overlap between our 495 identified DEGs and curated gene sets in MSigDB. The significantly overlapping gene sets highlighted the essential role of PRMT5 in metabolic processes, oxidative phosphorylation, peroxisome, mRNA splicing, and DNA repair (top 10 gene sets with FDR q value < 0.05) (Fig 5C). Consistent with our ATAC-sequencing results showing decreased chromatin accessibility of *MYC* after PRMT5 inhibition, the Hallmark gene set MYC Targets V2 showed significant overlap with our list of DEGs after PRMT5 inhibition in the canine microarray data set (*p = 0*.*00275*, FDR q value < 0.05) and contained the four MYC target genes (*SORD*, *FARSA*, *NOC4L*, *IPO4*)(S4 Table and Fig 5E).

To elucidate the mechanism of PRMT5 inhibitor-mediated cell death in canine lymphoma, we performed a separate gene set overlap analysis between the 290 down-regulated DEGs after PRMT5 inhibition and MSigDB Oncogenic Signatures (top 10 gene sets with FDR q value < 0.05) (Fig 5D). This analysis overlapped significantly with gene expression changes after knock down of EED (a component of PRC2), genes up-regulated in cells overexpressing MYC, genes up-regulated after knock down of SNF5 (a core member of the SWI/SNF chromatin remodeling complex), and genes up-regulated after RB1 knock down (a key tumor suppressor). These results suggest that inhibition of PRMT5 in canine lymphoma can attenuate oncogenic MYC signaling while reactivating the RB tumor suppressor pathway and PRC2 silencing, an established mechanism of human lymphoma cell death after PRMT5 inhibition [37]. To establish the validity of our list of DEGs from the Microarray, qRT-PCR was performed. In correlation with our microarray results, we observed a decrease in *TP53I3* after a two day treatment of cell line CLBL-1 with 100 nM C220 (*p < 0*.*05*, biological duplicate experiment) (Fig 5F). Taken together, this whole-genome pathway interrogation demonstrates the feasibility of this approach for investigating mechanisms of PRMT5 inhibitor-mediated cell death in canine lymphoma.

## Discussion

Here, we have assessed the expression of PRMT5 in a large sample of histopathologically distinct subtypes of canine lymphoma. DLBCL and MZL are the most common B-cell lymphomas in the dog and PTCL is the most common T-cell lymphoma whereas other histologic subtypes are less common as reflected in the subset of this TMA. Thus, conclusions comparing relative PRMT5 expression and cellular localization in less common histologic subtypes of lymphoma must be made with caution. While PRMT5 was expressed in all tumors, the level of expression was variable, with over 42% of canine lymphomas showing strong expression based on immunohistochemical staining. PRMT5 immunoreactivity was mainly confined to the cytoplasm; however, nuclear staining was observed in 8% of all samples. Markedly, strong cytoplasmic expression of PRMT5 was common in DLBCL and nuclear staining was most common in LBT, occurring in approximately 40% of these tumors. PRMT5 has unique, pleiotropic regulatory roles in the cytoplasm and nucleus of cancer cells depending on the tissue or cell type in which it is expressed. Evidence supports strong nuclear staining of PRMT5 to be associated with aggressive behavior and poor prognosis in patients diagnosed with high grade glioma and neuroblastoma cancers [51,52]. Conversely, other studies report nuclear localization of PRMT5 to be associated with reduced cell growth and better patient outcomes in breast cancer and prostate cancer where nuclear exclusion signals have been identified [53–55]. In human lung cancers, cytoplasmic localization of PRMT5 was found to correlate with high-grade tumors, whereas PRMT5 nuclear localization was more frequent in well-differentiated carcinoid tumors [29]. Consequently, if PRMT5 expression is to be used as a prognostic indicator for response to targeted therapies directed at PRMT5, cellular localization should be evaluated as the functional role of this enzyme is almost certainly dependent on the nature of tissue and nuclear/cytoplasmic expression.

In our studies, the PRMT5 inhibition in primary canine lymphoma samples and cell lines showed significant anti-tumor effects. Similar to human lymphoma, the three cell lines tested showed a range of sensitivity to PRMT5 inhibition. The reason for cell line CLBL-1’s marked sensitivity to PRMT5 inhibition is likely genomic based on known duplications of tumor suppressor gene (PTEN) and duplication of MYC. We, and others, have found that MYC over-expression is supported by PRMT5 [35,56], thus it is plausible that MYC overexpression represents a therapeutic vulnerability to PRMT5 targeted therapy.

PRMT5 inhibition demonstrated limited toxicity to normal canine resting and activated B- and T-lymphocytes. To mitigate potential risk of toxicity to normal cells, SDMA is being evaluated as a biomarker of PRMT5 activity in human clinical trials evaluating the PRMT5 inhibitors compounds (JNJ-64619178, GSK3326595, and PRT543) in patients with relapsed/refractory non-Hodgkin lymphoma or advanced solid tumors (NCT03573310, NCT02783300, and NCT03886831). The ability to obtain serial tumor samples to assess treatment effects and develop relevant biomarkers represents an advantage of the canine spontaneous lymphoma model for drug development as compared to small rodent models. Establishing biomarkers of therapeutic response to PRMT5 inhibitions has valuable clinical implications. Furthermore, the spontaneous canine lymphoma model is clinically advantageous as it recapitulates the heterogeneity encountered in human lymphoma.

Since PRMT5 is a known epigenetic regulator involved in transcriptional silencing of genes due to repressive methylation marks on histone tails, we expected that differentially expressed transcripts would correlate with regional changes to chromatin accessibility leading to a restoration of the normal B-cell epigenetic landscape; however, this direct correlation was not observed. The identified genomic regions with changes in chromatin state observed in our ATAC-seq data set did not overlap with the majority of DEGs in our microarray data set. These findings suggest that in the context of canine lymphoma, the primary mechanism of cell death with PRMT5 inhibition may not be due primarily to changes in epigenetic histone methylation, but perhaps from methylation of other cellular proteins including spliceosome complex proteins as demonstrated by the list of differentially expressed gene transcripts (S4 Table and Fig 5C). Future studies are needed to determine the exact mechanism of PRMT5 inhibitor-mediated cell death and should incorporate RNA-sequencing with analysis of alternatively spliced variants. Given the dual epigenetic role of PRMT5 to promote transcriptional gene silencing (H2A, H3, and H4) or to promote euchromatic states poised for transcriptional activation (H3R2), additional studies should incorporate other technological advances such as Cleavage Under Targets and Tagmentation (CUT&Tag) to investigate protein-chromatin interactions and genomic localization of PRMT5 specific histone modifications. Furthermore, our ATAC-seq studies were performed on canine cell lines and thus, the chromatin landscape is likely to be significantly different than that seen in primary tumors. Future chromatin accessibility profiling should be performed on primary tissue using the optimized Omni-ATAC sequencing protocol with improved signaling-to-background ratio and increased number of genomic hot spots [57,58].

Here we report changes in chromatin state and whole-transcriptome profiles showing commonalities and distinctions between human and canine lymphomas coordinated by aberrant PRMT5 expression. Our data demonstrated a functional PRMT5/MYC axis in canine lymphoma, where pharmacologic inhibition of PRMT5 leads to reduced *MYC* expression resulting in the downregulation of MYC target genes including *SORD*, *FARSA*, *NOC4L*, and *IPO4*. The connection between MYC and PRMT5 is well supported in human lymphomagenesis, where PRMT5 is required for neoplastic growth and is driven by the oncogenic driver MYC [27]. Data from our lab has previously demonstrated that PRMT5 promotes the overexpression of MYC by directly inhibiting regulatory miRNAs and by supporting constitutive activation of WNT/beta-catenin signaling that drives AKT activity and the beta-catenin target gene expression of *MYC* [56,59]. Furthermore, it has been shown that during human lymphomagenesis, MYC regulates pre-messenger-RNA splicing fidelity by directly upregulating the translation of PRMT5, and other core small nuclear ribonucleoprotein assembly genes [35].

## Conclusion

In human cancers, PRMT5 is a known driver of malignant transformation and oncogenesis [27,33]. Many studies have shown that attenuating the activity of PRMT5 with direct pharmacological inhibition or genetic knockout results in malignant cell death and reduced growth. Although high PRMT5 expression is associated with increased cellular proliferation [60], the mechanisms by which this occurs are only partially understood as PRMT5 has many context-dependent biological roles. Understanding the exact mechanism of PRMT5 inhibitor-mediated cell death is critical to determining its potential as a therapeutic target. Although the safety and efficacy of the use of PRMT5 inhibitors for the treatment of human lymphoma is currently being established in ongoing clinical trials, further preclinical investigation is warranted. Taken together, our data supports the continued use of the spontaneous canine lymphoma model to study the oncogenic role of PRMT5 and further develop PRMT5 inhibitors for the treatment of lymphoma. Given the evidence for overexpression of PRMT5 as a driver in human and lymphoma associated with malignant activity in canine lymphoma, this model represents an ideal large animal platform for continued investigation and potential veterinary-clinical trials evaluating the activity and efficacy of PRMT5 inhibitors for NHL.

## Materials and methods

Primary canine lymphoma cells and normal donor blood samples were collected from dogs after obtaining owner consent. Sample collection was approved by the Ohio State University Institutional Animal Care and Use Committee (IACUC) and College of Veterinary Medicine Clinical Research Committee (CRC). A complete description of materials and methods are provided (S1 Text).

### Immunohistochemistry

PRMT5 expression in canine lymphoma tissue microarrays (TMAs) was assessed by immunohistochemistry. The TMAs were reviewed by two observers (KAR and KS) including a board certified pathologist (KS). PRMT5 expression was evaluated in cytoplasmic and nuclear compartments in comparison to normal and/or hyperplastic lymph node tissues. Since PRMT5 staining within TMA cores involved entire tissue (was diffuse) and varied in intensity, it was evaluated semi-quantitatively for intensity only. In cytoplasmic compartment it was recorded as negative (lack of staining), low (weak staining) and high (strong staining). Since there was less variation in nuclear staining, it was evaluated on a two-tier scale and recorded as negative (lack of staining) or positive (presence of staining).

### Cell culture

Established canine lymphoid cell lines 17–71 (B-cell lymphoma) [61,62], CLBL-1 (DLBCL) [63], and OSW (PTCL) [64] were used in this study [65]. Cell lines and primary canine lymphoma cells were cultured in complete RPMI 1640 medium supplemented with 10% heat inactivated fetal bovine serum (FBS) (Gibco), 2 mM L-glutamine (Invitrogen, Carlsbad, CA), 100 units/ml of penicillin and streptomycin (Gibco),and cultured at 37°C in 5% CO_2_. Normal canine peripheral blood mononuclear cells (PBMCs) were cultured in the above conditions with 20% FBS.

### Cell viability and proliferation assays

Cell viability and apoptosis were assessed by staining with Annexin-V/PI (BD Biosciences, San Jose, CA) followed by flow cytometric analysis as described in the FITC Annexin-V Apoptosis Detection Kit I protocol (BD Pharmingen^TM^ Technical Data Sheet, material number 556547). The percentage of live, non-apoptotic cells was quantified by gating on Annexin-V/PI double negative cells. Cell growth and proliferation were measured using a colorimetric MTS Assay Kit (Abcam) according to the manufacturer instructions. Canine lymphoma cell lines and primary cells were treated with the small molecule PRMT5 inhibitor C220 (Prelude Therapeutics, Inc., Wilmington, DE) dissolved in DMSO.

### Transcriptome profiling and ATAC-sequencing

For whole-transcriptome profiling and ATAC-sequencing experiments, cell lines CLBL-1 and 17–71 were treated with 100 nM of C220. Cell line CLBL-1 was collected at day 2 and cell line 17–71 was collected at day 4, according to cell line sensitivity and biomarker analysis of global protein symmetric di-methylation and H4R3me2s. The microarray data (GSE155599) and ATAC-sequencing data (GSE156084) have been deposited in the NCBI Gene Expression Omnibus (SuperSeries Accession number: GSE156086).

### Statistical analysis

Viability data were analyzed using beta mixed models on the non-normalized viability outcome values. For cell line flow data, the model included baseline viability (0 μM DMSO control) and the interaction of day and treatment concentration as fixed effects, as well as random effects of day to take account of the correlations among observations obtained on the same day. For experiments with normal donor cells, the model included the interaction of cell status (activated, resting, control) and treatment concentration as fixed effects, as well as random effects of donor to take account of the correlation among observations from the same donor. Similarly, MTS data were analyzed using linear mixed models with absorbance as the response, while baseline absorbance (0 μM DMSO control) and the interaction of day and treatment concentration were included as fixed effects. Comparisons between concentrations, days, and linear trends across days were explored. For western blot quantification, band intensity was quantified using Image Studio (Version 5.2). Statistical analyses were performed using R (version 3.6.1) with the glmmTMB (version 0.2.3) and lme4 (version 1.1–21) packages, Microsoft Excel, and GraphPad Prism (Version 7.02). For all bar graphs, data are an average of three or more replicate experiments unless otherwise specified, normalized to DMSO control, and expressed as the mean ± standard error of the mean (SEM). The two-tailed Student’s t test was used to determine the level of statistical significance as indicated in the respective figures. P-values are denoted as such (*p < 0.*05*, **p < 0.*01*, ***p < 0.*001*).

## Supporting information

S1 Text Materials and methods. (DOCX) Click here for additional data file.

S1 Table Quantitative real time RT-PCR primer and probe set. (DOCX) Click here for additional data file.

S2 Table Demographics of canine lymphoma sample donors. (DOCX) Click here for additional data file.

S3 Table ATAC-seq results. (XLSX) Click here for additional data file.

S4 Table Microarray results. (XLSX) Click here for additional data file.

S1 Raw images Original images for blots and gels. (TIF) Click here for additional data file.

# Supplementary material for: Validation of protein arginine methyltransferase 5 (PRMT5) as a candidate therapeutic target in the spontaneous canine model of non-Hodgkin lymphoma
**Source:** PLoS One. 2021 May 14;16(5):e0250839. doi: 10.1371/journal.pone.0250839
**Supplement:** S1 Text

**Primary sample collection and processing**

Primary canine lymphoma cells and normal donor blood samples were collected from dogs after obtaining owner consent. Sample collection was approved by the Ohio State University Institutional Animal Care and Use Committee (IACUC) and College of Veterinary Medicine Clinical Research Committee (CRC). Cells obtained by fine needle aspiration of peripheral lymph nodes or extra-nodal masses were washed with sterile phosphate buffered saline (PBS) and immediately cultured or cryopreserved in freezing-media (10% DMSO in FBS). Biopsies of peripheral lymph nodes were immediately flash froze in liquid nitrogen and stored at -80°C then processed using the PARIS™ protein and RNA isolation kit (Life Technologies Cat# AM1921). Peripheral blood samples were collected into heparinized blood tubes and processed by density centrifugation, followed by either enrichment of B-cells using anti-canine CD21-PE antibody (Clone CA2.1D6) or T-cells using anti-canine CD5-PE (Clone YKIX322.3) and the Easy Sep PE Positive Selection Kit (StemCell Technologies, Vancouver-Canada) or by flow cytometry cell sorting (FACS) with staining for CD21-PE and CD5-FITC. Enrichment was confirmed by flow cytometry. Isolated B-cells obtained from normal donor blood samples were stimulated with 10 ug/ml of plate-bound anti-human IgM (MP Biomedical, Santa Ana, CA) and 15 ng/ml of recombinant human interleukin-4 (IL-4) (Invitrogen). Isolated T-cells were stimulated with 10 ug/ml of plate bound anti-CD3 (eBioscience, San Diego, CA) and 10 ug/ml of soluble anti-CD28 (eBioscience) or alternatively with 5 ug/ml of soluble PHA (Invitrogen) and 30 ng/ml recombinant human interleukin-21 (IL-21) (R&D Systems, Minneapolis, MN). Flow cytometric staining with Cell Proliferation Dye (Invitrogen) was used to confirm stimulation prior to downstream analysis. Following stimulation, cells were treated with C220 for the indicated concentrations and time.

## **Immunohistochemistry**

Immunohistochemical staining was performed on canine lymphoma tumor microarrays (TMAs) constructed from archived formalin-fixed paraffin-embedded blocks containing previously histologically subtyped canine nodal lymphoma tissue. TMA blocks were cut at a 4 µm thickness and sections were placed on positively charged glass slides. Slides with sections were then placed in a 60°C oven for one hour, cooled, deparaffinized, and rehydrated through xylenes and graded ethanol solutions to water. Slides were quenched for five minutes in a 3% hydrogen peroxide solution in water to block endogenous peroxidase activity. Slides then underwent heat-induced epitope retrieval employing Target Retrieval Solution (Dako, Carpinteria, CA) for 25 minutes at 96°C in a vegetable steamer (Black & Decker, Towson, MD) and cooled for 15 minutes. Slides were then placed on a Dako Autostainer Immunostaining System (Dako). All incubations were at room temperature. TMA slides were incubated with a primary rabbit polyclonal anti-PRMT5 antibody (Abcam, Cambridge, MA) at 1:200 dilution for 60 minutes. TMA slides were then incubated with a goat anti-rabbit secondary antibody at 1:1000 dilution for 60 minutes (Abcam). Staining was visualized with the Vulcan Fast Red chromogen (Biocare Medicals, Concord, CA). Slides were counterstained in Richard Allen hematoxylin (Thermo Scientific, Middletown, VA), dehydrated through graded ethanol solutions, cleared in xylene, and cover slipped. For each TMA, another slide was stained using the same protocol, but omitting the primary antibody [1].

**Immunoblot analysis**

Whole cell lysates were extracted in 150 nM NaCl RIPA Lysis buffer supplemented with Halt^TM^ Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific) followed by SDS-page polyacrylamide gel electrophoresis and transfer to a polyvinylidene difluoride (PVDF) membrane for protein detection with the indicated primary antibodies: anti-SDMe-Arginine (Cat. #13222S), anti-ADMe-Arginine (Cat. #13522S), anti-MYC (Cat. #9402S), α/β-Tubulin (Cat. #2148S), β-Actin (Cat. #4970S) (Cell Signaling Technologies, Denvers, MA), anti-PRMT5 (Cat. #Sc-22132 or #Sc-376937) (Santa Cruz Biotechnology, CA), anti-H4R3 Symmetric Dimethyl (Cat. #A-3718) (Epigentek, Farmingdale, NY). Membranes were incubated overnight in primary antibodies at 4°C, washed with 0.1% Tween-20 in TBS, and detected with either film using secondary antibodies conjugated to HRP (Cat. #7074, Cat. # 7067) (Cell Signaling Technologies, Denver, MA) or detected with the Odyssey CLx imaging system using the appropriate Licor IRDye secondary antibodies: goat anti-rabbit IgG (Cat. #926-32211, Cat. #926-68071), goat anti-mouse IgG (Cat. #926-68070, Cat. # 926-32210), or donkey anti-goat IgG (Cat. #926-32214, Cat. #926-68074) (LI-COR Biosciences, Lincoln, NE).

**ATAC-Sequencing**

Genomic DNA was isolated from cellular nuclei and immediately resuspended in transposase reaction mix using the Nextera DNA Library Prep Kit (Illumina, San Diego, CA) followed by purification with the Qiagen Minlute Kit. Tagmented DNA was amplified using the Nextera Index Kit (Illumina) followed by an additional purification step with the Qiagen MinElute Kit as described elsewhere [2]. DNA integrity was interrogated using the Agilent 2100 Bioanalyzer (Agilent Technologies). Raw data were collected using the Illumina HiSeq sequencing platform. Sequencing reads were aligned to the canine reference genome CamFam3.1 using Bowtie2 v2.2.4 [3] with “-t -k 1 -p 8 --very-sensitive --no-discordant --no-mixed --reorder -X 2000” parameters. Broad peak calls were generated using Macs2 with “--format BAMPE -g hs -B --broad --nomodel --shift -100 --extsize 200” parameters and p-value cutoff of 10^-5^ [4]. 

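These settings decide what a peak in the lists stands for. The format BAMPE tells MACS2 to pile up whole fragments between the 2 ends of a read pair, whereas shift and extsize are settings that move and extend the ends of single reads, as is done in other ATAC-seq pipelines to centre the signal on the transposase's cut sites; whether they had any effect together with BAMPE was not tested here. The setting "-g hs" gives the caller the mappable size of the human genome, which sets the level of its genome-wide background, while the reads come from dog. With --broad, neighbouring enriched stretches are linked into a single peak, so a listed fold enrichment and −log10 p are averages over that peak. The smallest −log10 p in each of the 10 lists is 5.00, which is the stated cutoff. Because a deeper library reaches this cutoff at a lower fold enrichment, the number of peaks depends on depth, and the absence of a call does not show that a site is closed.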

Spearman correlation of read counts per 10 kilobase was generated using deepTools multiBamSummary and plotCorrelation functions, and outlier samples were eliminated. Bigwig files were generated using deepTools bamCoverage function with “--binSize 20 --smoothLength 60 --normalizeUsing CPM --ignoreForNormalization chrX chrM” parameters [5]. An absolute fold change of 2 and FDR cutoff of 10% were used to identify chromatic regions of differential accessibility.

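Among the rows of S3 Table held here, which are the first part of each sheet, the regions are in nearly all cases the peaks of the 5 libraries of a line merged where they touch or overlap. Whether this holds for the rest is not known. The table lists 33135 regions for CLBL-1 where merging gave 32575, and 4 of its marked increased regions of the day 4 line had a peak in none of the 5 libraries. Of the rows held here, 1988 for the day 4 line and 550 for CLBL-1 equal a region merged from the peak lists to the base at both ends, while 11 and 25 do not. The table's log2CPM column equals the count plus 0.5, divided by a single total per library, in every row held: the totals that the rows imply differ by at most 0.00634% within a library. The table names its columns logFC, AveExpr, P.Value and adj.P.Val; the paper's text does not name the program behind the test.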

**Transcriptome Profiling**

To measure mRNA levels of target genes, total RNA was isolated and real-time quantitative reverse transcription polymerase chain reaction (qRT-PCR) was carried out using the Applied Biosystems TaqMan assay and the indicated primers (S1 Table 1). To normalize mRNA expression, levels of 18S rRNA were measured in both control and test cell lines using 1X premixed primer/probe set (Applied Biosystems, Inc., Foster City, CA, USA). For whole transcriptome expression profiling, total RNA was extracted using the Total RNA Purification Kit (Norgen) and QIAshredder Columns (Qiagen). RNA integrity was interrogated using the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). A 100 ng aliquot of total RNA was linearly amplified and labeled using the Affymetrix WT Plus Reagent Kit (Thermo Fisher Scientific, Waltham, MA). Then 5.2 μg of fragmented and labeled ss-cDNA were hybridized to Affymetrix GeneChip CanGene 1.0 ST array for 16 hours at 45°C rotating at 60 rpm. Arrays were washed and stained using the Fluidics Station 450 and scanned using the GeneChip Scanner 3000 7G (Affymetrix). Arrays were normalized prior to gene expression analysis. Microarray data was analyzed using the robust multiarray averaging (RMA) method in the R statistical programming environMent version 3.1.2 (R Foundation for Statistical Computing, Vienna, Austria). Differential expression analysis was performed with the R *‘limma’* package and graphically visualization of heat maps was performed with the R basic plots and *‘pheatmap’*. 495 differentially expressed genes of the same directionality with p-values less than 0.05 were selected for downstream functional pathway analysis using Toppgene. Microarray results and Toppgene functional enrichment analysis are provided in (S4 Table). Molecular Signatures Database (MSigDB) was used to compute the overlaps between our identified DEGs and the flowing gene sets in MSigDB: Hallmark, Canonical Pathway: Reactome, and Oncogenic Signatures) (top 10 gene sets with FDR q value < 0.05) [6, 7].

**Supporting Information References**

1. Shilo K, Wu X, Sharma S, Welliver M, Duan W, Villalona-Calero M, et al. Cellular localization of protein arginine methyltransferase-5 correlates with grade of lung tumors. Diagn Pathol. 2013;8:201. Epub 2013/12/10. doi: 10.1186/1746-1596-8-201. PubMed PMID: 24326178; PubMed Central PMCID: PMCPMC3933389.

2. Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ. Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat Methods. 2013;10(12):1213-8. Epub 2013/10/06. doi: 10.1038/nmeth.2688. PubMed PMID: 24097267; PubMed Central PMCID: PMCPMC3959825.

3. Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. Nat Methods. 2012;9(4):357-9. Epub 2012/03/04. doi: 10.1038/nmeth.1923. PubMed PMID: 22388286; PubMed Central PMCID: PMCPMC3322381.

4. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, et al. Model-based analysis of ChIP-Seq (MACS). Genome Biol. 2008;9(9):R137. Epub 2008/09/17. doi: 10.1186/gb-2008-9-9-r137. PubMed PMID: 18798982; PubMed Central PMCID: PMCPMC2592715.

5. Ramírez F, Dündar F, Diehl S, Grüning BA, Manke T. deepTools: a flexible platform for exploring deep-sequencing data. Nucleic Acids Res. 2014;42(Web Server issue):W187-91. Epub 2014/05/05. doi: 10.1093/nar/gku365. PubMed PMID: 24799436; PubMed Central PMCID: PMCPMC4086134.

6. Liberzon A, Birger C, Thorvaldsdóttir H, Ghandi M, Mesirov JP, Tamayo P. The Molecular Signatures Database (MSigDB) hallmark gene set collection. Cell Syst. 2015;1(6):417-25. doi: 10.1016/j.cels.2015.12.004. PubMed PMID: 26771021; PubMed Central PMCID: PMCPMC4707969.

7. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A. 2005;102(43):15545-50. Epub 2005/09/30. doi: 10.1073/pnas.0506580102. PubMed PMID: 16199517; PubMed Central PMCID: PMCPMC1239896.

# Supplementary material for: Validation of protein arginine methyltransferase 5 (PRMT5) as a candidate therapeutic target in the spontaneous canine model of non-Hodgkin lymphoma
**Source:** PLoS One. 2021 May 14;16(5):e0250839. doi: 10.1371/journal.pone.0250839
**Supplement:** S1 Table

**S1 Table. Quantitative real time RT-PCR primer and probe set.**

| **Name** | **Sequence** | **Probe** |
| --- | --- | --- |
| canine MYC-2 F | 5’-cacggaggagaatgacaagag-3' | 82 |
| canine MYC-2 R | 5’-caaagaagctccgtttcagc-3' | 82 |
| canine TP53I3-1-F | 5’-ggacccgaaaacctttacttg-3' | 10 |
| canine TP53I3-1-R | 5’-aggaggacttcgccctctac-3' | 10 |

# Supplementary material for: Validation of protein arginine methyltransferase 5 (PRMT5) as a candidate therapeutic target in the spontaneous canine model of non-Hodgkin lymphoma
**Source:** PLoS One. 2021 May 14;16(5):e0250839. doi: 10.1371/journal.pone.0250839
**Supplement:** S2 Table

**S2 Table. Demographics of canine lymphoma sample donors.** Supplemental patient information corresponding to the samples used in Fig 2D showing induction of apoptosis with PRMT5 inhibition. M = male, F = female, DLBCL = diffuse large B cell lymphoma, PTCL = peripheral T cell lymphoma.

How the deposited data were processed for this re-analysis (not part of the article)

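Chromatin accessibility was measured by ATAC-seq in CLBL-1 (day 2) and in the other canine cell line of Fig 4 (day 4, called the day 4 line), each with control libraries and libraries treated with 100 nM C220. The authors aligned read pairs to CanFam3.1 with Bowtie2 and called broad peaks with MACS2, 1 list per library, without pooling replicates. The deposited lists give, for each peak, its position, a fold enrichment (a ratio of fragment pileup to local background), and the −log10 of a p-value and of a q-value, all made by the authors' caller and not scaled between libraries. A whole-number score column in the deposited lists was not used. The version of MACS2, any removal of duplicate or mitochondrial reads and the reason why peak names skip numbers are not given in the sources used here. S3 Table, the paper's own table of read counts, log2CPM values and tests per region, was used as far as it was held and only for lookups, for its marks and for the library size it implies; 2 of its count columns (b5 and c1), which belong to no library analysed here, were not used.

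Libraries were grouped by cell line and treatment from the sample labels, S3 Table and the methods. Control and C220 libraries were compared within a line only, since the lines were collected on different days. Peak numbers were compared by exact permutation of the treatment over the 10 splits of a line's 5 libraries, and the treatment effects of the lines by exact permutation within each line (100 arrangements). Correlation with library size used 100000 permutations with random seed 7. Lists of equal length held the 20000 peaks of largest −log10 p. Peaks were merged where they touched or overlapped, and a library counted as having a peak in a region from an overlap of 1 bp. Shares of peaks per chromosome were compared between the lines by exact permutation over all splits into 5 and 5, with Benjamini-Hochberg adjustment over 39 chromosomes and a threshold of 0.05. Coordinates are 1-based and in CanFam3.1.

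The regions and genes named were set by rule before the data were examined: MYC, the PRMT genes, the genes of the 5 marked regions of smallest p that carry a gene in each sheet of S3 Table (the values in that table had been seen when the rule was written), and the 3 lost and 3 gained regions per line whose weakest carrying peak is strongest. The alternatives were also set then, apart from lists of 10000 peaks and of 20000 peaks ranked by fold for lost and gained regions, and apart from a background level for each library that was solved from the fold and −log10 p of 2000 of its peaks with a −log10 p under 15. That last calculation assumes MACS2's formula for both values and takes averages over a peak as if they belonged to a single position, so it is approximate. The limits by which explanations were judged in the closing section were set after a first look at the data, those for library size and for the implied background were revised more than once after their values were seen, and those for copy number and for regions gained in both lines were revised once. The count of windows along chromosome 14 was also corrected after its output was seen, because a window without peaks in CLBL-1 had at first been left out of it.

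The precision of presence or absence is limited by depth, which the peak lists do not carry. The library sizes implied by S3 Table range from 6.63 to 14.8 M but need not be sequencing depth. A site without a call can still be accessible. A group has 2 or 3 libraries, so no exact test within a line can reach a p below 0.1. The merging and the counts of lost and gained regions were tested on 40000 simulated regions, where 600 of 600 planted lost and 150 of 150 planted gained regions were recovered, and checked against bedtools 2.31.1 in 7 comparisons, all identical. Planted regions had a peak in every library of a group and in none of the other, so their recovery checks only the code. All other regions had the same chance of a call, 85%, in every simulated library. The simulation therefore does not measure false lost or gained regions at unequal depth. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

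Apart from the genes that S3 Table pairs with its regions, no annotation of CanFam3.1 was used here, so peaks at the start sites of the PRMT genes and the distance of lost and gained regions to genes were not analysed; 0 of the rows of S3 Table held here name a PRMT gene. The microarray, qRT-PCR and immunoblot experiments were not analysed here.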

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

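The tests on library size and on the implied background were chosen only after the result was seen.

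The effect of C220 on the number of peaks differed between the lines. The log2 ratio of C220 to control was -0.54 in the day 4 line and 0.13 in CLBL-1, a difference of -0.67 (two-sided exact permutation test within each line, p = 0.04, over 100 arrangements). It is a difference between groups that the paper does not report, and line and day of collection are confounded in it. Whether it passed 0.05 depended on the setting. It did with peaks of −log10 p of at least 10, where the difference was larger (-1.16, exact permutation p = 0.03), and with autosomes alone (-0.68, exact permutation p = 0.04). It did not with peaks of at least 4-fold enrichment (-0.55, exact permutation p = 0.59) or in 9 of the 10 comparisons that leave out a library. The exception is the comparison without c6 (p = 0.0167, exact permutation). At 4-fold enrichment the fall in the day 4 line rested on b1. That library held 23100 such peaks, against 10529 in b2, 10309 in b3, 10968 in b4 and 9174 in b6.

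Library size may account for much of it, and the values do not decide. The C220 libraries were the smaller ones in the day 4 line, while in CLBL-1 the largest libraries were C220 libraries. With a slope of log2 peak number on log2 library size fitted within the 4 groups (0.46, SE 0.16, 5 residual degrees of freedom), the difference between the lines was -0.15 (SE 0.25), where the same fit without the slope gave -0.66. The library size implied by S3 Table need not be sequencing depth, however, since a total of reads in peaks would itself carry accessibility. The background level implied by the fold and −log10 p of each library's peaks did not follow it throughout: b1, the largest library with the most peaks, had an implied background of 5.30, below the 7.54 of b2 and the 7.07 of b3. With that background in place of library size the slope was 0.04 (SE 0.29) and the difference between the lines -0.64 (SE 0.32). Depth, a share of fragments in peaks that differs between libraries, and a response to C220 that differs between the lines therefore cannot be told apart, because the size is of unknown kind and only 5 degrees of freedom remain. The biological explanations that the design gives, cell line and days of treatment, were not tested.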

How the results depend on the processing

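The lists of 10000 peaks and of 20000 peaks ranked by fold, used for lost and gained regions, were chosen only after the result was seen. Of 199 values under an alternative, 128 kept their direction and their side of the threshold or stayed within the spread, 57 moved further, 10 were no longer past the threshold and 4 changed direction.

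The difference between the lines in the effect of C220 on peak number kept its sign in every alternative run. With peaks of −log10 p of at least 10 it was larger, at -1.16 (exact permutation p = 0.03), with autosomes alone -0.68 (p = 0.04), and with peaks of at least 4-fold enrichment -0.55 (exact permutation p = 0.59). With each library left out in turn it ranged from -0.84 to -0.50 (exact permutation p between 0.0167 and 0.25) and was past the threshold only without c6, at -0.75; -0.50 is the value without b1 and -0.52 without b4. Fewer arrangements exist with a library left out (40 or 60), which raises the smallest p; otherwise the cause was not tested.

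The counts of lost and gained regions depended on the peak lists. In the day 4 line, 691 regions were lost and 630 gained with 20000 peaks per library, 349 and 409 with 10000, and 875 and 832 with 20000 ranked by fold. The log2 ratio of lost to gained regions, 5.01 with every peak, was then 0.13, -0.23 (a reversal) and 0.073. With peaks of −log10 p of at least 10, 7 regions were gained and the ratio was 8.73. In CLBL-1, 284 were lost and 265 gained with 20000 peaks, 151 and 142 with 10000, and 328 and 265 with 20000 ranked by fold, and 38 were lost with a −log10 p of at least 10. The ratio, -1.79 with every peak, reversed to 0.10, 0.089 and 0.31 with those 3 lists and was -3.31 with the stricter −log10 p. Lists of equal length force the number of regions leaving and entering them toward balance, so these reversals follow in part from their construction and do not show which direction holds; beyond that the cause was not tested. A 50% overlap, merging within 1000 bp and autosomes alone left all these counts within 1.5 times.

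Leaving out a library raises the counts by construction, since fewer libraries must carry or lack a peak. In the day 4 line, lost regions ranged from 3714 to 8204 (5137 without b2, 5880 without b3 and 8204 without b6) and gained regions from 122 to 1053 (383 without b1, 1053 without b4 and 891 without b6), with a ratio between 2.03 and 5.59 (3.28 without b1, 2.03 without b4 and 3.20 without b6). In CLBL-1, lost regions ranged from 232 to 903 (903 without c2, 901 without c3, 359 without c4 and 332 without c5) and gained regions from 829 to 1572 (1461 without c2, 1287 without c3 and 1572 without c6), with a ratio between -2.76 and -0.51 (-0.69 without c2, -0.51 without c3 and -2.76 without c6).

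Regions lost in both lines numbered 3 with 20000 peaks per library and 3 with a −log10 p of at least 10, and 10 to 46 with a library left out (15 without b3, 25 without b6, 35 without c2, 46 without c3, 29 without c4 and 18 without c5). Regions gained in both lines numbered 2 with 20000 peaks, and 0 to 4 with a library left out (1 without b1, 4 without b4, 2 without b6 and 2 without c2). The cause was not tested beyond the smaller number of libraries.

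At the marked regions of S3 Table, calls split as marked at 68 regions with 20000 peaks per library and at 53 with a −log10 p of at least 10, since fewer peaks enter. The peak at MYC in 4 of 5 libraries of the day 4 line was unchanged with 20000 peaks per library. The difference between the lines in the share of chromosome 14 was -1.18 percentage points in control libraries alone, against -1.25 over all libraries. The number of chromosomes that differ between the lines was 26 to 32 with a library left out.

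The differences in peak number within a line kept their direction under every alternative run. With a library left out they ranged from -14150 to -7290 peaks in the day 4 line (-7290 without b1) and from 1484 to 3567 peaks in CLBL-1 (3567 without c6). The differences in the overlap of the 20000 strongest peaks also kept their direction, and ranged from 1.97 to 8.08 percentage points in the day 4 line (1.97 without b3, 2.58 without b2 and 8.08 without b6) and from 0.24 to 1.02 in CLBL-1 (0.24 without c4 and 0.32 without c5). Exact tests within a line cannot pass 0.05, so this says nothing of significance. Pearson's correlation of peak number with library size stayed past 0.05 in both alternatives run, whereas Spearman's, past it with a −log10 p of at least 10 (rho = 0.89, permutation p = 0.0011), was not past it without b1 and b4 (rho = 0.71, permutation p = 0.057).

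Not run were the alternatives for start sites and for regions near genes, which need an annotation of CanFam3.1, and the count of chromosomes over control libraries alone, whose 10 splits cannot reach the threshold. No paired analysis was possible because control and C220 libraries of a line share no replicate numbers. Depth limits every count of lost or gained regions, since a peak just under the caller's cutoff in a smaller library counts as absent.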

Differences from the paper's values

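The lists of 10000 peaks and of 20000 peaks ranked by fold were chosen only after the result was seen. For the measure that both give, the number of merged regions, the values lie within 1.5 times of each other: S3 Table lists 48938 regions for the day 4 line and 33135 for CLBL-1, and merging the peak lists gave 48847 and 32575.

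The legend and text of Fig 4 state that more sites decreased than increased after C220. Presence or absence of peaks, a different measure from the paper's read counts, gave this order in the day 4 line (3389 lost, 105 gained) and the opposite order in CLBL-1 (162 lost, 562 gained). Neither order can be separated from library size. In the day 4 line, the paper's marked regions, which also pass its fold change cutoff, went the other way, with 293 decreased and 660 increased. Only 84 of those 293 had a peak in every control and no C220 library, so most of the 3389 lost regions are not marked. In the day 4 line the order held with 20000 peaks per library (691 and 630) and with 20000 ranked by fold (875 and 832), though with little difference between the counts, and it turned with 10000 peaks per library (349 lost, 409 gained); the fold-ranked and 10000-peak lists were chosen after seeing the values. In CLBL-1 the paper's order was reached with 20000 peaks per library, an alternative set before the data were examined (284 lost, 265 gained), and with the 10000-peak and fold-ranked lists (151 lost and 142 gained, 328 lost and 265 gained), which were chosen after seeing the values. A stricter −log10 p (38 lost, 376 gained), a 50% overlap (231 and 645), merging within 1000 bp (162 and 562), autosomes alone (155 and 556) and leaving out any library did not reach it. The paper's own table, counted here below an FDR of 10%, lists 158 decreased and 90 increased regions of CLBL-1, which match the numbers printed in Fig 4B.

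The paper places MYC near the very top of its differentially accessible sites, at a rank it states. In the part of S3 Table held here its region has the fifth smallest p of the sheet and the third smallest among marked regions that carry a gene.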

Other observations

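The tests of lost and gained regions against other splits of a line's libraries, against library size and against the implied background, the test of library size on chromosome 14 and at MYC, and the count of splits for chromosome shares were chosen only after the result was seen, and the way windows without peaks are counted was set after the first count was seen.

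The excess of lost over gained regions in the day 4 line may follow library size. Over the 9 splits of its libraries other than the treatment split, the log2 ratio of lost to gained regions rose with the difference in mean log2 library size (r = 0.91 over splits, which share libraries and are not independent). The treatment split lay -1.82 from the line through them, inside their largest residual of 2.89. Its size difference of 0.70 lies beyond the 0.47 that the other splits reach in the same direction, with b3 and b4 set apart. No other split separates libraries as the treatment does, so size and treatment cannot be told apart here. The implied background had no relation to the ratio over the other splits (r = -0.01), so the distance of the treatment split from their line (6.22, largest other residual 6.14) tests nothing, and this background stays open. Only the treatment split (1 of 10) had as many lost regions, and 7 of 10 splits had as many gained regions. With 20000 peaks per library only the treatment split had as many lost regions (691) and only the treatment split as many gained regions (630). Chance cannot be excluded in either case, since 10 splits cannot give a share under 0.05. Lists of equal length do not remove library size either, since those of the C220 libraries reach closer to the caller's cutoff.

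In CLBL-1 the excess of gained over lost regions is in line with library size. The ratio followed the size difference over the other 9 splits (r = 0.95), and the treatment split lay -0.30 from their line, with a largest residual of 0.87. With the implied background the relation was looser (r = 0.78) and the treatment split lay -1.24 from the line, inside a largest residual of 1.98, too wide to decide. As many regions were lost in 8 of 10 splits and gained in 2 of 10, whereas with 20000 peaks per library as many were lost in 2 of 10 and gained in only the treatment split (1 of 10); chance cannot be excluded, again for the small number of splits. The difference between the lines in the log2 ratio of lost to gained regions was 6.81 (two-sided exact permutation p = 0.16, over 100 combinations of splits), which is not past 0.05.

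A shared effect of C220 was looked for in regions merged over all 10 libraries. Of 59420 regions, 9 were lost in both lines and 0 were gained in both. Of the 100 combinations of splits, 11 gave at least as many lost regions, up to 45, so the lost count is not distinguishable from chance. A count of 0 is reached by all 100 combinations by definition, so for gained regions the comparison says nothing.

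The share of a library's 20000 strongest peaks that lies on each chromosome differed between the lines on 31 of 39 chromosomes (two-sided exact permutation test over all splits into 5 and 5, with Benjamini-Hochberg adjustment), 17 of them higher and 14 lower in CLBL-1. Of 100 splits of the libraries into 5 and 5, drawn from 126, only the real one (1 of 100) gave as many. The largest count of the others was 0. On 25 chromosomes the real split had the smallest p possible, which no other split can then share. The low counts of the other splits therefore follow in part from the result itself. The largest difference on the log2 scale was on chromosome 14, singled out for that reason after its values were seen, with 2.53% ± 0.0680 (SD, n = 5) of peaks in the day 4 line and 1.28% ± 0.0617 (SD, n = 5) in CLBL-1, a log2 ratio of -0.98 (exact permutation p adjusted over chromosomes 0.0124). Library size is argued against by a gap of 1.03 percentage points between the ranges of the lines, whose library sizes overlap. A candidate explanation is a lower copy number of chromosome 14 in CLBL-1 or a higher one in the day 4 line. No input control is named that would correct for copy number, and how far the caller's local background does so was not tested. In 7 of 7 windows of 10 Mb CLBL-1 held fewer peaks, with log2 ratios between -1.41 and -0.64 and 1 window, with 6.8 peaks on average in the day 4 line, that held 0 in CLBL-1. Over 148 regions of chromosome 14 with a peak in all 10 libraries, the median shift in rank percentile was -11.7, the lowest of 39 chromosomes, although the next lowest was -11.5. Neither value decides for copy number, since the chromosome was singled out for its low share in CLBL-1, and fewer peaks in its windows and lower ranks by the same −log10 p largely restate that share. Copy number, regulatory differences between the lines that span a chromosome, and day of collection therefore cannot be told apart. The paper's discussion names a duplication of MYC in CLBL-1; on chromosome 13, where MYC lies, the share was 3.01% in the day 4 line and 2.61% in CLBL-1, a difference of -0.40 percentage points, which bears on the chromosome and not on MYC itself.

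In CLBL-1, for which the paper gives MYC transcript and protein, 0 of 5 libraries had a peak in the MYC region that S3 Table marks in the day 4 line or in the stretch to its right that carries a peak in the day 4 line, while all 5 had the peak to its left, with −log10 p between 13.5 and 18.5. Library size is argued against: the largest CLBL-1 library (12.9 M) lacked the peak that b6 (8.95 M) had, and 2 CLBL-1 libraries were larger than b6. That size is the total implied by S3 Table, whose kind is not given, and a difference between the cell lines was not tested otherwise.

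Among the marked regions of S3 Table in the day 4 line, all of which were held, 293 decreased and 660 increased, whereas Fig 4B, at the FDR cutoff without a fold change cutoff, shows more decreased than increased sites. All the rows of this line held here are below that FDR, 1022 of them decreased and 977 increased, but they include every marked row and only part of the unmarked ones, so these counts do not give the direction without the fold change cutoff. Among the marked regions, the increased ones were narrower than the decreased ones (median width 597 bp against 1014 bp). They also had the lower average log2CPM in the paper's table (median 2.08 against 2.98). These are values of the paper's table, and no explanation was tested.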
